# Single‐cell sequencing unveils the impact of aging on the progenitor cell diversity in the telencephalon of the female killifish *N. furzeri*

**DOI:** 10.1111/acel.14251

**Published:** 2024-07-01

**Authors:** Rajagopal Ayana, Caroline Zandecki, Jolien Van houcke, Valerie Mariën, Eve Seuntjens, Lutgarde Arckens

**Keywords:** aging, killifish, neurogenesis, progenitor cells, single‐cell sequencing, telencephalon

## Abstract

The African turquoise killifish (*Nothobranchius furzeri*) combines a short lifespan with spontaneous age‐associated loss of neuro‐regenerative capacity, an intriguing trait atypical for a teleost. The impact of aging on the cellular composition of the adult stem cell niches, leading to this dramatic decline in the postnatal neuro‐ and gliogenesis, remains elusive. Single‐cell RNA sequencing of the telencephalon of young adult female killifish of the short‐lived GRZ‐AD strain unveiled progenitors of glial and non‐glial nature, different excitatory and inhibitory neuron subtypes, as well as non‐neural cell types. Sub‐clustering of the progenitors identified four radial glia (RG) cell types, two non‐glial progenitor (NGP) and four intermediate (intercell) cell states. Two astroglia‐like, one ependymal, and one neuroepithelial‐like (NE) RG subtype were found at different locations in the forebrain in line with their role, while proliferative, active NGPs were spread throughout. Lineage inference pointed to NE‐RG and NGPs as start and intercessor populations for glio‐ and neurogenesis. Upon aging, single‐cell RNA sequencing revealed major perturbations in the proportions of the astroglia and intercell states, and in the molecular signatures of specific subtypes, including altered MAPK, mTOR, Notch, and Wnt pathways. This cell catalog of the young regeneration‐competent killifish telencephalon, combined with the evidence for aging‐related transcriptomic changes, presents a useful resource to understand the molecular basis of age‐dependent neuroplasticity. This data is also available through an online database (killifishbrain_scseq).

**Abbreviations**
Astro: astroglia‐like
DAPI: 4′,6‐diamidino‐2‐fenylindool
DIV: dividing
EPD: ependymal
GAM: generalized additive model
GO: geneontology
HCR: hybridization chain reaction
IHC: immunohistochemistry
IPC: intermediate progenitor cell
MG: microglia
NC: neuronal cell
NE: neuroepithelial‐like
NFINgb: *N. furzeri* Information Network Genome Browser
NGP: non‐glialprogenitor
NSC: neural stem cell
OD: oligodendrocyte
PBS: phosphate‐buffered saline
PC: progenitor cell
PFA: paraformaldehyde
QC: quality check
RG: radial glia
RT: room temperature
SGZ: sub‐granular zone
SMRT: single‐molecule real‐time
TNB: Tris‐NaCl blocking buffer
TSNE: T‐distributed stochistic neighbor embedding
V‐SVZ: ventricular‐subventricular zone
VZ: ventricular zone

## 1 INTRODUCTION

Adult neurogenesis is a complex biological process involving the production and integration of new neurons into the existing neural network. It has been established that postnatal neurogenesis in vertebrates takes place in specific niches in the brain, and the extent of the process varies from species to species (Chapouton et al., 2007; Zupanc, 2006). In mammals, neurogenesis is largely confined to two neurogenic niches namely, the sub‐granular zone (SGZ) of the hippocampal dentate gyrus and the ventricular‐subventricular zone (V‐SVZ) of the lateral ventricles, albeit noncanonical sites do exist (Ayana et al., 2017; Feliciano et al., 2015; Lim & Alvarez‐Buylla, 2016). Neurogenesis in the mammalian brain is naturally limited and continues to decline upon aging, which is the number one risk factor for neurodegenerative disease (Apple et al., 2017). Aging alters cell–cell communication (the microenvironment) of stem cells, leading to inflammaging and reduced neurogenesis, differentiation, and integration of newborn neurons (Edelmann et al., 2013; Nicaise et al., 2020; Van houcke, Mariën, Zandecki, Seuntjens et al., 2021; Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021). Urodeles and teleost fish are (re)generation‐competent throughout life (Valenzano et al., 2015). The telencephalon of teleosts is anatomically divided into a dorsal pallium and a ventral subpallium, akin to mammals. The neurogenic zones of the dorso‐lateral pallium are considered the equivalent of the mammalian SGZ, while that of the subpallium is homologous to the V‐SVZ (Adolf et al., 2006). The teleost telencephalon develops by eversion or outward folding so that the ventricle surrounds the brain parenchyma and the proliferative ventricular zones (VZ) line the border of each hemisphere (Schmidt et al., 2013). In zebrafish, distinct proliferative zones differ in the rate of development of new cells (Schmidt et al., 2013), and the apical radial glia (RG) form the primary progenitor population (Dirian et al., 2014). Particularly, RG, whose cell bodies are located close to the ventricle, have long processes that extend toward the pial surface of the telencephalon, where they terminate on the walls of blood vessels or at the pial surface (Than‐Trong & Bally‐Cuif, 2015). Zebrafish RG occasionally divide and are the equivalent of adult neural stem cells (NSCs) in mouse neurogenic zones. Rodent GFAP^+^ NSCs are mostly quiescent and give rise to a proliferative, active NSC or a transiently amplifying progenitor type by asymmetric division (Daynac & Petritsch, 2017). Zebrafish neuroepithelial cells, which are neural progenitor cells inherited from embryogenesis, help in the constant supply of new RG in the VZ, that later enter quiescence and serve as neurogenic NSCs (Than‐Trong & Bally‐Cuif, 2015).

The relatively long lifespan of model species such as mouse, zebrafish, and goldfish has been a major disadvantage to study the specifics of age‐related neural decline in detail. The African turquoise killifish, *Nothobranchius furzeri*, is an excellent aging model to fill this gap since it combines a short lifespan with the expression of mammalian‐like aging hallmarks (Bergmans et al., 2023; de Bakker & Valenzano, 2023; Hu & Brunet, 2018). In particular, the GRZ‐AD inbred strain is the shortest‐lived of all killifish strains, with a median lifespan of only 4–6 months in laboratory conditions (Polačik et al., 2016; Reichwald et al., 2015; Valenzano et al., 2015). *N. furzeri* shares more than 90% of orthologous genes with zebrafish, and over 70% with mammalian genomes (Howe et al., 2013; Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021). The killifish CNS is prone to aging, with typical age‐associated hallmarks including lipofuscin accumulation, impaired protein homeostasis, mitochondrial dysfunction, reactive gliosis, reduced neurogenesis, and spontaneous neurodegeneration, eventually leading to clear impairments in locomotor, learning, and memory function (Bergmans et al., 2023; Mariën, Piskin et al., 2024). Upon injury, the brain of young killifish repopulates with new neurons whereas in aged fish permanent glial scarring goes hand in hand with a much‐reduced regenerative capacity (Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021).

Interestingly, previous work on killifish revealed that it is not RG but another highly proliferative population termed non‐glial progenitors (NGPs) that actively drives the neuro‐differentiation process in the dorsal telencephalon (Coolen et al., 2020). These NGPs were observed in both juvenile and adult killifish at the apical surface, dispersed in between the RG. They are characterized by a more immature morphology and express markers of division, including PCNA, and neural progenitor markers NESTIN, MSI1, while being devoid of pan‐glia/RG markers like GLUL, FABP7, or GFAP (Coolen et al., 2020). Based on their proliferative character, NGPs could be similar to mammalian intermediate progenitor cells (IPC) which are known for amplifying the stem cell progeny before differentiating into neurons or glia. However, juvenile killifish seem to be full of self‐renewal and neurogenic potential, resembling early neuroepithelial progenitors. They have an apical domain contacting the ventricle, and express NESTIN, which are characteristics of neuroepithelial cells rather than IPCs (Coolen et al., 2020).

What kind of progenitor subtypes exactly reside in the killifish telencephalon and how aging affects their cellular and molecular profiles remains unexplored. In‐depth knowledge about the full cell diversity in young and aged killifish, including glial and non‐glial progenitor cells, and their full molecular signature is imperative to understand the cellular and molecular underpinnings of aging‐induced deficits in neurogenic potential. Here, we took the first steps to investigate the cellular heterogeneity of the telencephalon of the fast‐aging *N. furzeri* GRZ‐AD strain. We utilized single‐cell RNA sequencing of female 6‐week‐young and 18‐week‐old telencephalon samples to reveal the cellular diversity with a special focus on progenitor diversity. For the young age, we could establish transcriptomes of 9616 cells, which represent known and novel killifish brain cell types including NGPs, distinctive RG, neuronal (NC), and non‐neuronal subtypes in the adult brain. Iterative sub‐clustering followed by lineage inference analyses of the progenitor cells (PCs) delineated three trajectories including four RG subtypes, two NGP and four intermediate cell states marking the transition between progenitors. The spatial setting for the progenitor subtypes revealed differential cellular organization in the neurogenic niches. Aging (9767 cells) induced extensive changes in the molecular profiles of root cell types in the lineage analysis; NGP and neuroepithelial‐like RG. This unique and detailed map (~20,000 cells) of young versus aged killifish neural cell diversity creates a firm basis for future investigations of age‐dependent cell‐type driven mechanisms of neurogenesis upon injury and disease (de Bakker & Valenzano, 2023; Van houcke, Mariën, Zandecki, Seuntjens et al., 2021; Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021).

## 2 RESULTS

### 2.1 Single‐cell sequencing identifies main cell types in the adult killifish telencephalon

We performed single‐cell RNA sequencing using the 10X Chromium method (Figure 1a). Using an optimized cell dissociation protocol we obtained high viability cell suspensions (>97%) of two 6‐week‐old young adult female killifish telencephalon samples (Mariën, Arckens et al.,  2024). 

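Each of these 2 samples held the pooled cells of the telencephalons of 3 female fish of 6 weeks and gave 1 library, named Young S1 and Young S2 in Table S1, so that a single condition is studied in 2 replicates. In droplet-based 3′ sequencing, each transcript receives the barcode of its droplet and a unique molecular identifier (UMI), so that UMIs count molecules and not amplified copies. The authors assigned the reads to genes and called cells with Cell Ranger (version 3.0.2 in the submitters' processing notes), and the deposited values are whole UMI counts of 25024 gene features per barcode. Young S1 held 2928 barcodes with 5086714 UMIs, and a median barcode had 739 UMIs and 531.5 genes. Young S2 held 6699 barcodes with 23058687 UMIs, and a median barcode had 2636 UMIs and 1125 genes. Values of Young S2 therefore rest on more molecules per cell, and shares of cells with a UMI of a gene, or in a cell cycle phase, are given after thinning each cell to 500 UMIs. The smallest barcode total was 500 UMIs in both libraries, so no cell was lost by the thinning. The aged sample was not analysed here.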

Sequencing reads were mapped to the killifish reference genome (Nfu_20140502). Mapping statistics showed that only 45% of the single‐cell reads confidently mapped to the available *N. furzeri* transcriptome (available through reference gene annotations). To improve the read mapping, we additionally performed Single Molecule, Real‐Time (SMRT) Sequencing, and Iso‐Seq analysis on whole telencephalon RNA of 6‐week‐old killifish telencephalon. This rendered full‐length cDNA sequences (no assembly required) to characterize full‐length transcripts and isoforms across the entire transcriptome. Thus, we attained better genome and transcriptome coverage and increased the sequenced read mapping from 45% to 69% (Table S1). We recovered 9627 single cells after integrating the two independent samples, with an average of 25,800 mean reads per cell and 828 genes per cell (Table S1). The two samples clustered well with minimal batch effects upon integration (Figure 1b, Figure S1a,b). 

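Integration joined the libraries within most clusters. Young S1 made up 24.93% of all cells and between 7.111% and 91.3% of the cells of a single cluster, and 4 of the 24 clusters took over 90% of their cells from 1 library. Among the progenitor clusters Young S1 made up 42.66% of the cells, with 15.5% to 87.23% per cluster, and none of the 10 took over 90% from 1 library. With the libraries merged without integration, 15 of 25 clusters and 8 of 13 progenitor clusters took over 90% of their cells from 1 library. Cell classes also differed in frequency between the libraries. Neurons made up 60.88% of Young S1 and 75.3% of Young S2, and progenitors 28.36% and 12.66%. Endothelial-like cells made up 3.794% of Young S1 and 0.7433% of Young S2, and microglia-like cells 0.995% and 4.316%. With 1 library on each side, no test was run on these shares. They are shares of cells with at least 500 genes, a limit that 1276 of 2928 barcodes of Young S1 and 1160 of 6699 of Young S2 missed. Kept microglia-like cells had medians of 508 genes in Young S1 and 935 in Young S2, and neurons 586 and 1123. Cells with little RNA may thus be lost more often from Young S1, so the shares need not reflect the tissue.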

Cell quality check and clustering analysis were performed using Seurat. 

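The counts were processed with Seurat 5.3.0 after the paper's methods: ribosomal protein features were left out, each library was normalized with SCTransform, and the libraries were joined through anchors over 2000 variable genes. All cells were clustered on 30 principal components at resolution 0.6. Genes named in the paper's results were kept out of the variable genes, and clusters were scored for names X-like from other markers, apart from SOX4 among the markers of immature neurons. The levels reported at each statement therefore do not come from genes that formed or scored the cluster. A name was dropped where the leading genes of a cluster held more markers of other names than of its own. Genes the paper names counted as markers in that step alone. Members of wider gene lists were not kept out. For gene tests, UMIs were summed over the cells of each library and cell group with at least 10 cells, because cells of 1 library are not independent replicates. The sums were compared with edgeR's quasi-likelihood test, with the library as a block, TMM normalization and Benjamini-Hochberg adjustment over all genes tested. Levels of genes in the tested groups are given as CPM, the UMIs of a gene scaled to a common total of UMIs after this normalization, for Young S1 first and Young S2 second, while sums over a gene list and levels of pigment epithelium genes and in single neuronal clusters are CPM without it. A log2 fold change compares a group with the mean of the other groups in the same fit, unless 2 groups are named, and is given with its standard error (SE). All p-values measure only the spread between these 2 libraries, each a pool of fish. In simulated data for these designs between 1.923% and 15.49% of calls were false, depending on the contrast. Intervals of shares are exact binomial and those of ratios of summed UMIs are conditional binomial, both at 95%, and both cover counting error only. No doublets were removed in the main setting, since the paper names no such step.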

After removing cells with minimum and maximum thresholds for nUMI, nGene, ribosomal, and mitochondrial RNA genes, we obtained 9616 high‐quality cells (Figure S1b–h). 

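The files held 9627 barcodes before any filter. Of the 2928 barcodes of Young S1, 1276 had under 500 genes and 44 over 2500 genes, and 1608 were kept at the gene limits of the paper's methods. Of the 6699 barcodes of Young S2, 1160 had under 500 genes and 696 over 2500 genes, and 4843 were kept. The 6451 kept cells were 54.92% of Young S1 and 72.29% of Young S2, and had a median of 1214 and 2784 UMIs. The limit on mitochondrial content removed no cell, because the 11 mitochondrial features held no UMI in any barcode. A minimum of 200 genes with no upper or mitochondrial limit, the alternative called at least 200 genes per cell, kept 9625 cells.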

The number of principal components or dimensions for further analyses was limited to 30 based on the standard deviation between dimensions (Figure S1f). 

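Clustering the 6451 kept cells of the young adult telencephalon gave 24 clusters, of which 11 were neuronal and 7 belonged to the progenitors. Neurons were the largest class with 4626 cells, followed by progenitors with 1069. The remaining clusters were microglia-like (225 cells), oligodendrocyte lineage-like (195 cells), pericyte- or smooth muscle-like (164 cells), endothelium-like (97 cells), lymphocyte-like (44 cells) and like scavenger or lymphatic endothelium (31 cells). The progenitor clusters held 710 radial glia-like cells and 128 dividing-like cells, and 3 further clusters of 152, 46 and 33 cells, which scored highest for the markers that Table S4 gives for the progenitor subtypes Intercell.3, Astro-RG2 and EPD-RG4. By the markers of cell classes these 3 scored best for excitatory neurons (0.7949), fibroblasts (2.3683) and fibroblasts (1.6211), and they were counted as progenitors because their scores for the markers of Table S4 were higher (2.5006, 3.6312 and 3.8854), a rule set after the clusters had been seen. Of the first of them 48 cells came from Young S1 and 104 from Young S2, of the second 42 and 4, and of the third 17 and 16. No cluster was erythroid-like.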

We further performed scaling and normalization, and clustered the cells using a dimensionality reduction method, t‐distributed stochastic neighbor embedding (TSNE), which resulted in 23 clusters (0–22, Figure 1b).

**FIGURE 1:**
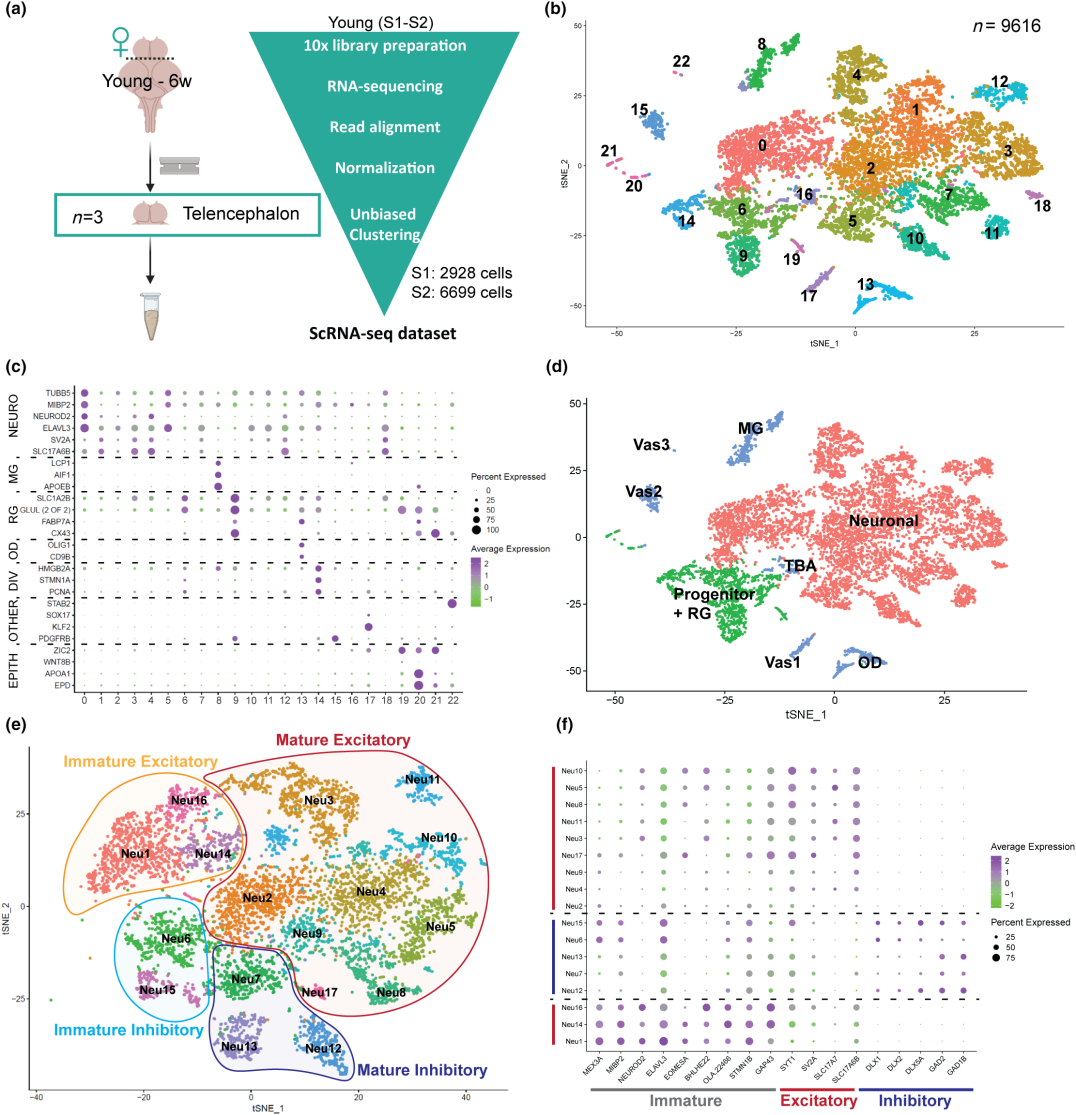
Cell type identification and categorization in the adult killifish telencephalon. (a) Seurat‐based single‐cell analysis strategy for adult telencephalon samples. (b) TSNE Plot shows 23 identified cell clusters (Resolution 0.6). (c) Dot plot shows markers for all identified cell types within the adult telencephalon. The size of the dot indicates the percentage of cells expressing the gene (0–100%), the color indicates the expression level. Full list of gene markers that identify 23 cell types (Table S2). (d) TSNE plot shows the broad cell categories; color‐coded for Neuronal cells: pink, Progenitor cells: green, Other cells: blue. (e) TSNE Plot shows cell type composition of neuron subtypes (Neu1‐17). (f) Markers for diverse neurons and ascertaining differential trajectories for immature/mature, excitatory vs. inhibitory neurons in the killifish telencephalon. DIV, dividing; EPITH, epithelial; MG, microglia; NEURO, neuronal; OPC/OD, oligodendrocyte progenitor cell/oligodendrocyte; RG, radial glia; TBA, to be annotated; Vas, vasculature.

Annotation of clusters was performed using known marker genes for cell types in vertebrates (Figure 1c,d, Table S2). On this coarse level, we first annotated neuronal clusters, progenitors, and radial glia‐like clusters versus the remaining clusters (Figure 1d). 

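Neurons as a class carried higher levels of the neuronal cytoskeleton, transcription factor and synapse genes TUBB5, NEUROD2, ELAVL3, SV2A and SLC17A6B than the mean of the other cell classes. TUBB5, a beta-tubulin, stood at 1338 and 2253 CPM in neurons (log2 fold change 1.95, SE 0.51, adjusted p = 0.004452 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ELAVL3, an RNA-binding protein of neurons, stood at 882.4 and 3251 CPM (log2 fold change 2.56, adjusted p = 0.0004373 from the same test). NEUROD2, a transcription factor of differentiating neurons, was higher by 2.76 on the log2 scale (adjusted p = 0.0001289 from the same test). The strongest difference of the 5 was that of SLC17A6B, which loads glutamate into synaptic vesicles, at 3.42 (adjusted p = 2.11e-06 from the same test), and its summed UMIs were 7.289-fold those of all other cells (6.568 to 8.109). SV2A, a protein of synaptic vesicles, was higher by 3.02 (adjusted p = 9.748e-06 from the same test). Over all 7285 genes tested in 22 sums, 1852 were higher in neurons and 236 were lower at an adjusted p under 0.05.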

As expected, most clusters had a clear neuronal signature [NEURO], such as beta‐tubulin (TUBB5), the neuronal bHLH transcription factor NEUROD2, the neuronal marker gene ELAVL3, the synaptic marker SV2A, or the glutamate transporter SLC17A6B. 

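The smaller cell classes were set apart by large differences in single genes. Microglia-like cells had 231.7-fold the summed UMIs of AIF1, which encodes IBA1, and 329.3-fold those of the lipid carrier APOEB, relative to all other cells. The log2 fold changes were 9.70 for AIF1 (adjusted p = 7.799e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 9.32 for APOEB (adjusted p = 2.05e-10) and 9.08 for the actin-bundling protein LCP1 (adjusted p = 6.189e-08). Oligodendrocyte lineage-like cells had 267.2-fold the UMIs of the transcription factor OLIG1 and 444.3-fold those of CD9B. PDGFRB, a receptor of mural cells in vertebrates, stood at 546 and 1720 CPM in pericyte- or smooth muscle-like cells, where it was 54.18-fold higher (log2 fold change 7.78, adjusted p = 1.03e-08), while endothelium-like cells held 3 UMIs of it (log2 fold change 1.23, SE 1.37, adjusted p = 0.9766 from the same test). KLF2, a transcription factor that responds to blood flow, and SOX17, a transcription factor of arterial endothelium, were higher in endothelium-like cells. KLF2 stood at 1687 and 2322 CPM there (log2 fold change 6.75, adjusted p = 8.152e-10) and SOX17 at 535.6 and 523.3 (log2 fold change 10.02, adjusted p = 1.176e-08 from the same test). STAB2, a scavenger receptor, stood at 2966 and 6254 CPM in the cells named for scavenger or lymphatic endothelium, which held 434 of its UMIs against 5 in all other cells. The call for LCP1 ended with DESeq2 (log2 fold change 7.28), and without Young S2 the log2 fold changes fell to 4.05 for LCP1, 6.18 for AIF1 and 5.61 for CD9B.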

Other clusters included microglia [MG], marked by L‐plastin (LCP1), IBA1 (AIF1), and apolipoproteinE (APOEB); oligodendrocytes [OD], marked by OLIG1 and the surface marker CD9 (CD9B); endothelium, marked by platelet‐derived growth factor receptor beta (PDGFRB); red blood cells, marked by the transcription factors KLF2 and SOX17; phagocytosing cells marked by STAB2 (Vas1‐3 in Figure 1d). One cluster did not express clear markers and could not be annotated [TBA]. 

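Of the 24 clusters formed here, 1 found no name among the coarse classes. It held 46 cells, 42 of them from Young S1, and its leading genes included RBP4, S100A10A, FABP7A and ANXA1. Its cells scored best for fibroblasts (2.3683, next class 0.4241). That name was dropped because its leading genes held 0 fibroblast markers and 1 of another class, FABP7A of the radial glia. Among the study's own subtypes it scored highest for the markers of Astro-RG2, so it was taken into the progenitor set.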

Radial glia‐like cells [RG] were identified based on expression of GLUL (Glutathione synthetase 2), the amino‐acid transporter SLC1A2B (EAAT2 and GLT), the fatty‐acid binding protein FABP7A (BLBP), and the gap‐junction protein CX43. Some of these clusters also expressed epithelial markers such as ZIC2 and WNT8B or ependymal markers such as apolipoprotein APOA1 and ependymin (EPD). 

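Radial glia-like cells carried the genes of glutamate uptake and gap junctions that mark glia. GLUL, the glutamine synthetase that turns glutamate into glutamine, stood at 2326 and 5794 CPM and was 11.51-fold higher than in all other cells (log2 fold change 3.86, adjusted p = 5.653e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SLC1A2B, a glutamate transporter, was higher by 5.31 on the log2 scale (adjusted p = 1.192e-08; 13.1-fold in summed UMIs; 3.07 on the log2 scale without Young S2) and the gap junction gene CX43 by 5.21 (adjusted p = 9.402e-07 from the same test; 33.4-fold). FABP7A, a fatty acid-binding protein, had a log2 fold change of 0.93 (SE 0.69, adjusted p = 0.5438 from the same test). In the comparison of the progenitor subtypes its highest levels were those of the Astro-RG2- and EPD-RG4-like clusters, which are kept apart from the radial glia-like class here. The call for FABP7A passed the threshold with at least 200 genes per cell (2.61), with no gene held out of clustering (2.16) and with counts split between clustering and testing (2.75).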

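Within the radial glia-like class, the transcription factor ZIC2 had a log2 fold change of 1.84 against the mean of the other classes (adjusted p = 0.04987 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the Wnt ligand WNT8B one of 7.23 (adjusted p = 1.685e-06). APOA1 and EPD took up a large part of the RNA of 1 small cluster. Of the 216289 UMIs summed over the EPD-RG4-like cells, 38938 were EPD and 24755 were APOA1. Per UMI, this was 2513-fold (2181 to 2911) the level of EPD and 2894-fold (2391 to 3536) that of APOA1 in the other progenitors.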

The histone‐binding protein HMGB2A, the mitotic cell cycle marker Stathmin (STMN1A), and the proliferation marker PCNA were co‐expressed in clusters of dividing cells [DIV].

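The dividing-like cells carried all 3 genes at levels well above those of the other classes. HMGB2A, a chromatin protein, stood at 5513 and 7756 CPM (log2 fold change 3.74, adjusted p = 3.149e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 17.18-fold in summed UMIs). STMN1A, which destabilises microtubules, stood at 2183 and 2212 CPM (log2 fold change 4.79, adjusted p = 4.056e-08 from the same test). PCNA, the sliding clamp of DNA polymerase, stood at 1926 and 2366 CPM (log2 fold change 3.77, adjusted p = 1.729e-08 from the same test). In all, 817 genes were higher and 44 lower in the dividing-like cells.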

### 2.2 Neuronal cell type diversity

To get a more refined view on neuronal diversity, we subclustered all clusters annotated as [Neuronal] in Figure 1d. This yielded 17 clusters (Neu1‐17 in Figure 1e,f), which we could subdivide into 12 clusters with an excitatory signature, and five clusters with an inhibitory signature. 

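Sub-clustering the 4626 neurons at resolution 0.8 gave 18 clusters, 10 of them excitatory-like, 6 inhibitory-like and 2 of neither type. The 4 groups of immature or mature, excitatory or inhibitory neurons were then compared in 8 sums, and GABA synthesis separated the types: GAD1B was higher in inhibitory-like neurons by 4.64 on the log2 scale (SE 0.36, adjusted p = 6.22e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2165 UMIs against 120. GAD2 was higher by 4.11 (adjusted p = 1.527e-07), and the transcription factors DLX1 and DLX2, which direct the interneuron lineage, by 4.26 and 4.19 (adjusted p = 5.181e-06 and 2.171e-06 from the same test). Excitatory-like neurons had higher levels of the pallial transcription factors EOMESA (log2 fold change −2.93 for inhibitory against excitatory) and BHLHE22 (−3.54), and of the vesicular glutamate transporters SLC17A7 (−2.14, adjusted p = 0.0003234) and SLC17A6B (−1.06, adjusted p = 0.03529 from the same test). The call for SLC17A6B ended with 7 of the alternative settings, among them DESeq2 and no gene held out of clustering. Across 9972 genes, 266 were higher in inhibitory-like and 149 in excitatory-like neurons. The 10 genes with the largest changes included the homeobox genes VAX2 (4.98), SIX3 (4.91) and OTPA (68 UMIs against 3, 53.43-fold, 17.52 to 265.5) on the inhibitory side and the heparan sulfate sulfotransferase HS3ST2 (148 UMIs against 3, 20.93-fold, 7.024 to 102.6) on the excitatory side; the call for OTPA ended with at least 200 genes per cell, and the log2 fold change of HS3ST2 went from −5.29 to −3.35 without Young S1. Young S1 holds 4 of these sums and Young S2 the other 4.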

Within each signature, there were immature states, marked by a higher expression of markers of newborn neurons, such as ELAVL3 and GAP43, and transcription factors EOMESA and BHLHE22 (pallial), DLX1/2 (subpallial, inhibitory), and the stemness marker MEX3A. 

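Immature-like neurons had higher levels of 4 of the 7 genes. ELAVL3 stood at 1280 and 7292 CPM in immature excitatory-like neurons and at 617.6 and 939.9 in mature ones, and over both types it was higher in immature-like neurons by 1.82 on the log2 scale (SE 0.34, adjusted p = 0.0002422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MEX3A, an RNA-binding protein of stem cells, was higher by 2.67 (SE 0.43, adjusted p = 4.611e-05 from the same test), with 4236 UMIs against 709. EOMESA was higher by 1.79 (adjusted p = 0.0009034) and DLX1 by 1.39 (adjusted p = 0.04618 from the same test). The other three had fold changes that did not pass: 0.28 for GAP43, a protein of growing axons (SE 0.28, adjusted p = 0.5), 0.73 for BHLHE22 (adjusted p = 0.08804) and 1.08 for DLX2 (adjusted p = 0.1108 from the same test). Immature-like cells made up 31.01% of the neurons with an assigned age in Young S1 and 41.02% in Young S2. Without the library as a block only MEX3A passed, and the call for DLX1 ended in 8 of the alternatives and its log2 fold change was 0.91 without Young S2. DLX2 passed with the cell cycle lists held out (1.25), at resolution 0.4 (1.52) and with no low-count filter (0.98), and BHLHE22 at resolution 1.2 (0.96).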

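Beyond these genes, 6 of 12 measured proneural genes were higher in immature-like neurons and none was lower (6 higher when adjusted over the list alone). They included the transcription factors HES6 (log2 fold change 4.24, adjusted p = 4.92e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), SOX11A (2.95) and INSM1 (1.86). SOX11A also served to name the immature clusters. Over 9972 genes, 1215 were higher in immature-like and 1526 in mature-like neurons.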

Mature character was marked by expression of synaptic proteins (SYT1 and SV2A), vesicular glutamate transporters SLC17A7 and SLC17A6B (excitatory), or GABA‐synthetizing enzymes GAD2 and GAD1B (inhibitory) (Figure 1f, Table S3). These results showed that the killifish telencephalon contained relatively more excitatory neurons, and different subtypes of excitatory and inhibitory neurons. 

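Mature-like neurons had higher levels of the synaptic genes. SYT1, the calcium sensor of vesicle release, stood at 1196 and 1984 CPM in mature excitatory-like neurons and at 596.7 and 662.8 in immature ones (log2 fold change of immature against mature −1.08, SE 0.27, adjusted p = 0.003609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SV2A had a log2 fold change of −1.30 (SE 0.28, adjusted p = 0.0009483 from the same test). Both vesicular glutamate transporters were higher in mature-like neurons, SLC17A7 by a change of −1.05 (adjusted p = 0.04001) and SLC17A6B by one of −0.96 (adjusted p = 0.0153 from the same test). GAD2 (−0.88, adjusted p = 0.1126) and GAD1B (−0.72, adjusted p = 0.1124 from the same test) did not pass. Of 16 measured neuropeptide and interneuron genes, 7 were higher in mature-like neurons and none in immature-like ones (7 when adjusted over the list alone), among them the opioid precursor PDYN (−4.99), the tachykinin precursors TAC1 (−4.42) and TAC1.1 (−3.77) and the somatostatin-related CORT.2 (−3.24). The dopamine receptor DRD1, with 168 UMIs in mature-like and 3 in immature-like neurons (28.37-fold, 9.543 to 139), and the GTP-binding protein GEM, with 208 and 2 (52.69-fold, 14.4 to 438), were among the 10 genes with the largest changes. Every one of these marker calls ended in at least 1 alternative: those for SLC17A6B, SLC17A7 and SYT1 ended with at least 200 genes per cell and with no replicate block, and that for SV2A with no replicate block.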

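Of the neurons in excitatory- or inhibitory-like clusters, 789 of 946 were excitatory-like in Young S1, a share of 83.4% (80.88 to 85.72). In Young S2 it was 2357 of 3469, or 67.94% (66.36 to 69.5). Over both libraries there were 3146 excitatory-like and 1269 inhibitory-like neurons, and 211 further neurons (4.561%) had neither type. The libraries differed by more than counting error in this share, and excitatory-like cells were the larger group in both. From these clusters the paper concludes that excitatory neurons are relatively more numerous in the killifish telencephalon.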

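EOMESA, a T-box transcription factor of pallial neurons, varied widely among the 10 excitatory-like clusters. Among the mature ones, clusters of 407, 253, 250 and 162 cells had 652.1, 376.2, 706.8 and 938.3 CPM of EOMESA, and clusters of 382, 185 and 125 cells had 35.97, 39.31 and 13.73. The immature clusters of 656 and 357 cells had 1482 and 1278. The clusters were formed without EOMESA among the variable genes. These are sums over both libraries and were not tested.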

Within the excitatory neurons, we observed two different lineages, characterized by differential EOMESA expression: a low‐expressing group of clusters (immature 16 and mature 3 and 11) and a high‐expressing group (immature 1, 14 and mature 5, 8, 10, 17) (Figure 1f). Overall, clusters 2, 4, and 9 only had mildly elevated levels of marker genes, indicating an overall transcriptional downregulation upon differentiation.

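In the clusters formed here, an excitatory-like cluster of 369 cells had the lowest depth, with a median of 834 UMIs and 554 genes, against medians between 1247 and 3184 UMIs in the other neuronal clusters. It passed neither the score of immature nor that of mature neurons, and it had 1168 CPM of SYT1 and 1798 of ELAVL3, against 703.3 and 3638 in the largest immature excitatory-like cluster.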

### 2.3 Progenitor cell type diversity

In general, teleost fish can generate neurons over the entire lifespan in numerous brain regions including the telencephalon. In zebrafish, these neurons are generated from activated radial glia and fast‐cycling progenitors (Dirian et al., 2014). Recent evidence showed that besides radial glia, killifish have an actively dividing non‐glial progenitor cell type in the outer layer of the telencephalon (Coolen et al., 2020). Here, we wanted to profile the diversity of proliferating and radial glia‐like cell types in depth. Expression of GLUL (glial) and PCNA (proliferating) progenitor markers were used to extract all PC subtypes for further analyses (Bradley et al., 2019; Malatesta et al., 2008) (Figure S2a, Table S4). 

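Radial glia-like and dividing-like clusters, and 3 clusters that scored highest for the markers of a progenitor subtype in Table S4, were taken together as the progenitor set of 1069 cells, 456 from Young S1 and 613 from Young S2. Clusters were chosen by marker genes other than GLUL and PCNA. In this set the subtypes most enriched for the 2 genes were different ones. GLUL was highest in Astro-RG1-like cells, at 6901 and 13060 CPM (log2 fold change 3.16, SE 0.39, adjusted p = 2.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and PCNA in NGP.1-like cells, at 3162 and 3045 (log2 fold change 5.02, SE 0.35, adjusted p = 2.8e-09).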

After the coarse definition (Figure 1d), we subclustered these presumptive progenitor cells (1303 cells) and found 10 clusters (resolution 0.8) that we could annotate in a biologically meaningful manner (Figure 2a,b).

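The 1069 progenitor cells formed 10 clusters at resolution 0.8. By markers from Table S4, 7 of them were named Astro-RG1-like (108 cells), NGP.1-like (117 cells), NGP.2-like (76 cells), Intercell.3-like (47 cells), NE-RG3-like (40 cells), EPD-RG4-like (35 cells) and Astro-RG2-like (30 cells). The legend and the rows of that table give different names to the intermediate clusters, and the legend's names are used, so that Intercell.3 is Intercell.2 in its rows. The table was made on these libraries, so each name repeats the study's grouping and is not independent evidence for it. 3 clusters of 270, 217 and 129 cells stayed unnamed; named after the clusters had been seen, the leading genes of the first included SLC1A2B, S100B and CYP19A1B, those of the second HER12, SOX3 and CNDP1, and those of the third the neuronal genes NEUROD6B, NEUROD2 and STMN2B. Of the Astro-RG2-like cells 26 came from Young S1 and 4 from Young S2, of the NE-RG3-like cells 31 and 9, and of the Intercell.3-like cells 41 and 6. With sums of at least 10 cells, these 3 groups enter the gene tests through Young S1 alone, and a lone sum is assumed to vary like those of the other groups. The fit covered 5301 genes in 17 sums. In the mean of the other progenitors each cluster has the same weight, whatever its number of cells. That mean therefore also holds the unnamed cluster with neuronal genes and the clusters with fibroblast or retinal pigment epithelium genes. A gene higher than this mean need not be higher than in every progenitor.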

**FIGURE 2:**
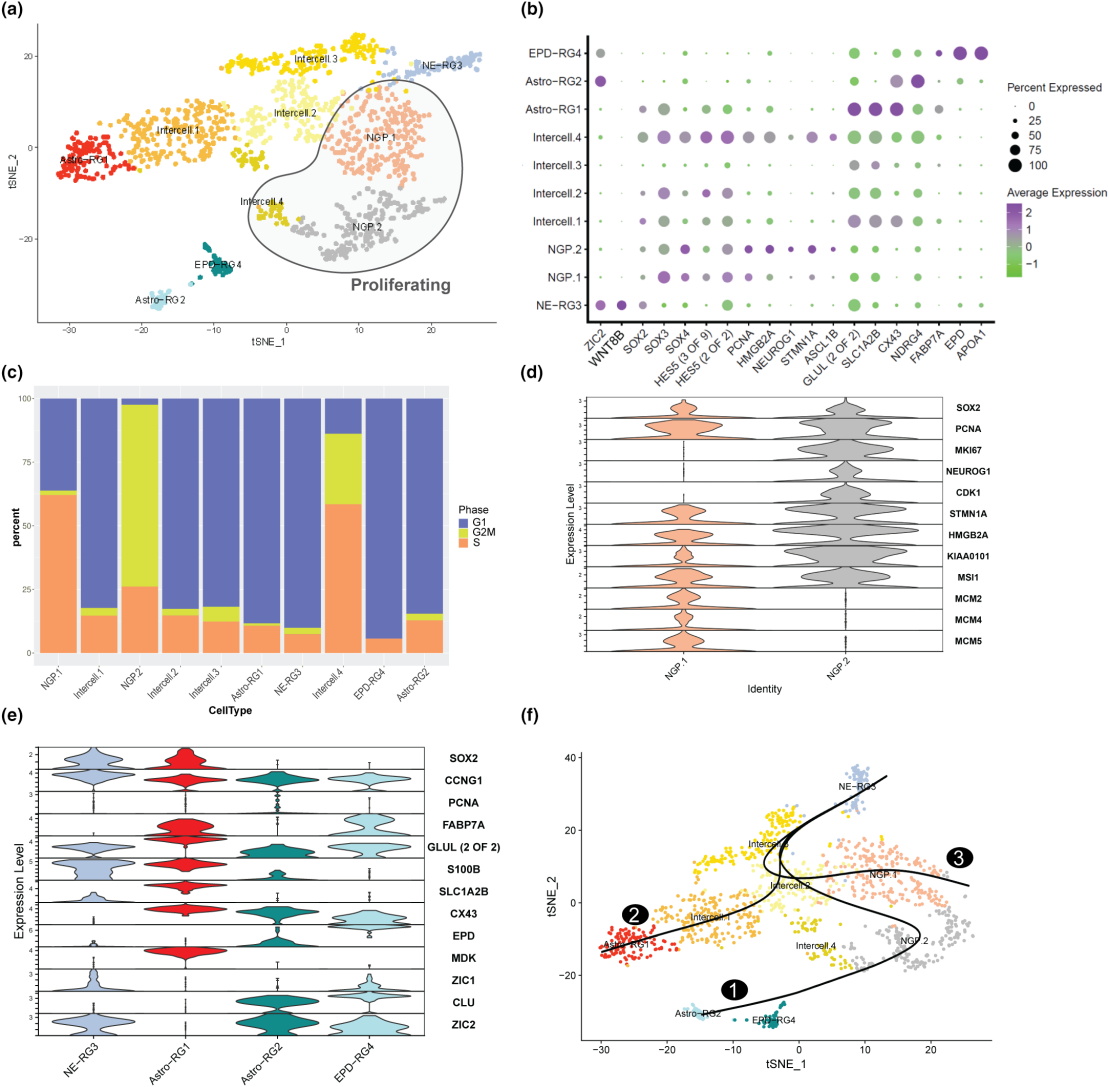
Identification of progenitors and relationships. (a) Iterative clustering of progenitor cells shows 10 cell subtypes. (b) Dot plot shows markers specific to progenitor subtypes. The size of the dot indicates the percentage of cells expressing the gene (0%–100%), the color indicates the expression level. (c) Cell cycle phase proportion differences between main progenitor subtypes indicating their level of activity/quiescence. (d) Gene expression differences in cell‐cycle gene sets between the two NGP cell states. (e) Distinct markers of the four RG subtypes. (f) Slingshot‐based lineage inference analysis shows three divergent trajectories starting with NE‐RG3. Astro‐RG1, Astroglia‐like Radial glia 1; Astro‐RG2, Astroglia‐like Radial glia 2; EPD‐RG4, ependymal radial glia 4; Inter‐cell, intermediate cells; NE‐RG3, neuroepithelial radial glia 3; NGP, non‐glial progenitor.

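The proliferation gene KIAA0101 was higher in both the NGP.1- and the NGP.2-like cluster. Of the glial genes, CX43 was lower in the first and FABP7A in the second, while GLUL passed in neither. CX43 was lower in NGP.1-like cells, at 34.56 and 0 CPM (log2 fold change −4.37, adjusted p = 0.003 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stood at 120.1 and 8.034 in NGP.2-like cells (−2.07, adjusted p = 0.12). GLUL stood at 509.7 and 548.8 CPM in NGP.1-like and at 816.4 and 224.9 in NGP.2-like cells, with log2 fold changes of −1.54 (adjusted p = 0.067) and −1.58 (adjusted p = 0.07 from the same test). FABP7A was lower in NGP.2-like cells (−5.35, adjusted p = 0.0034 from the same test), at 24.01 and 0 CPM. KIAA0101, a PCNA-associated factor, was higher in NGP.1-like cells by 6.25 (adjusted p = 4.3e-09) and in NGP.2-like cells by 4.49 (adjusted p = 1.2e-06 from the same test). PCNA stood at 204.1 and 305.3 CPM in NGP.2-like cells (1.06, SE 0.45, adjusted p = 0.18 from the same test). No cluster was named Intercell.4-like at these filters. The unnamed cluster of 270 cells scored 1.085 for its markers and 1.09 for those of Intercell.1. It stayed unnamed because its leading genes held 3 markers of other names and 1 of Intercell.1.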

Three clusters (NGP.1, NGP.2, and Intercell.4) showed a clear proliferative character, all of them lacked glial markers, which is in line with the non‐glial progenitor (NGP) described before. 

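The non-glial progenitors split into a cluster with high levels of replication genes and a cluster with low ones. MCM2 to MCM7 encode the helicase that unwinds DNA at replication, and all 6 were higher in NGP.1-like cells than in the mean of the other progenitors, with log2 fold changes from 2.19 (MCM3, adjusted p = 0.0005 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) to 5.32 (MCM5, adjusted p = 3.7e-06). Set directly against NGP.1-like cells, NGP.2-like cells had less of MCM2 (log2 fold change −3.16, SE 0.66, adjusted p = 0.02779 from the same test), MCM4 (−3.22, adjusted p = 0.03374; −1.99 without Young S2), MCM5 (−4.79, adjusted p = 0.02678) and MCM6 (−4.88, adjusted p = 0.02893). MCM3 (−2.06, adjusted p = 0.1684) and MCM7 (−3.14, adjusted p = 0.06895 from the same test) did not pass. PCNA was lower in NGP.2-like cells by 11.61-fold in summed UMIs (log2 fold change −3.57, SE 0.59, adjusted p = 0.002492 from the same test). CDK1, the kinase that drives entry into mitosis, stood at 155.5 and 128.3 CPM in NGP.1-like and at 324.1 and 457.9 in NGP.2-like cells. It was higher in both than in the mean of the other progenitors (5.43 and 7.08), and the difference between them was 1.49 (SE 0.56, adjusted p = 0.4585 from the same test), or 2.949-fold in summed UMIs (2.04 to 4.309). CDK2 differed by −1.22 (SE 1.12) and the proliferation marker MKI67 by 0.82 (SE 0.50, adjusted p = 0.9616 from the same test). In all 22 genes were higher and 18 lower in NGP.2-like cells.

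**Figure D1:**
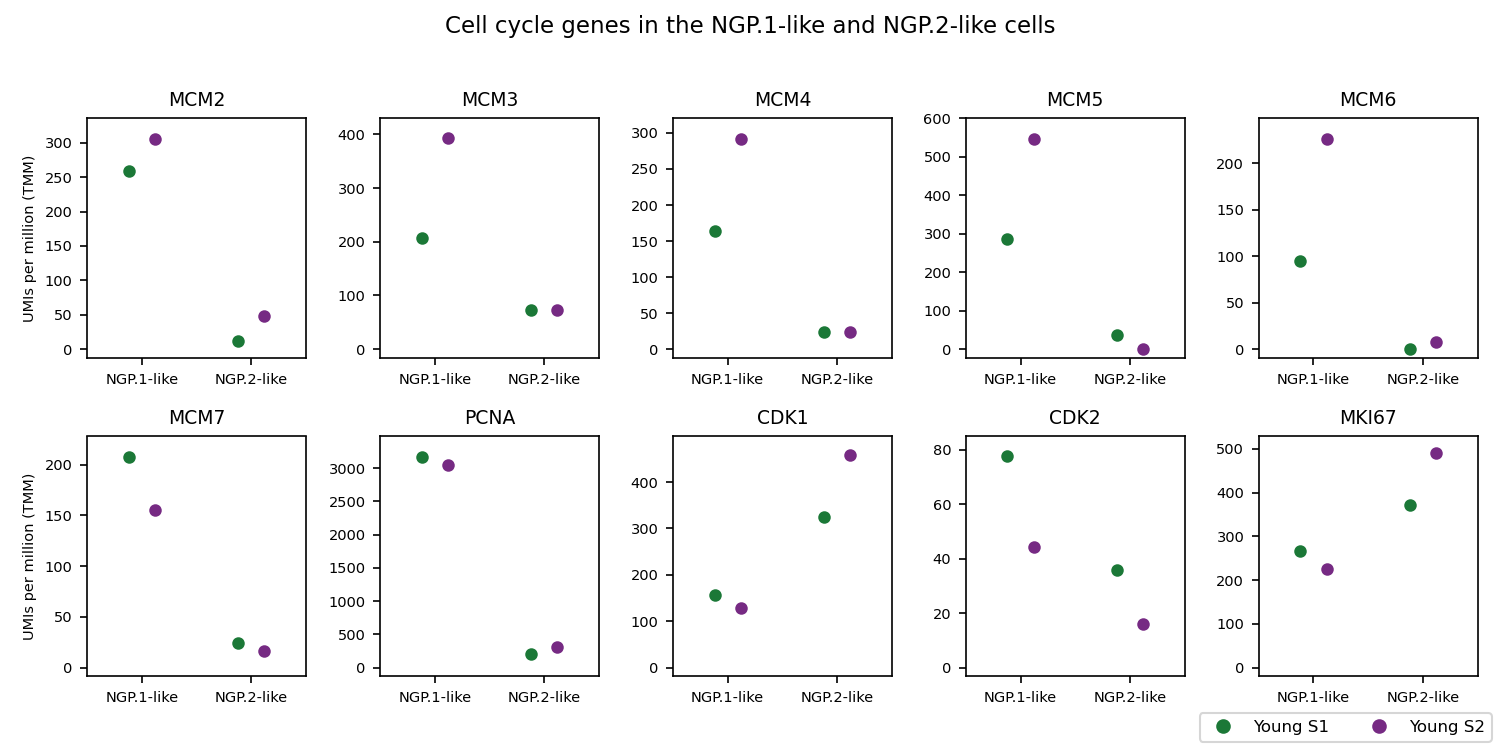
Levels of the replication genes MCM2 to MCM7 and PCNA, the kinases CDK1 and CDK2 and the proliferation marker MKI67 in NGP.1-like and NGP.2-like cells, as CPM (TMM-normalized) on the vertical axis, with 1 point per library (Young S1 in green, Young S2 in purple). PCNA lies at 3162 and 3045 in NGP.1-like and at 204.1 and 305.3 in NGP.2-like cells.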

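The phases of single cells were scored from S and G2/M genes after thinning each cell to 500 UMIs. In the NGP.1-like cluster, 32 of 46 cells of Young S1 (69.57%, 54.25 to 82.26) and 54 of 71 cells of Young S2 (76.06%, 64.46 to 85.39) were in S phase. In the NGP.2-like cluster, 29 of 31 cells (93.55%, 78.58 to 99.21) and 43 of 45 cells (95.56%, 84.85 to 99.46) were in G2/M phase. Without thinning these 4 shares were the same. The S share of NGP.1-like cells, 72.81% as the mean of the libraries, fell to between 33.23% (cell cycle lists held out) and 54.98% (no gene held out) in 7 other clusterings, and to 23.0% with no upper gene limit, chosen after the data were seen. Astro-RG1-like cells, at medians of 878 and 4076 UMIs, were in G1 in 85.37% and 76.12% of cases (82.93% and 92.54% without thinning), against medians of 1978 and 2969 UMIs in NGP.1-like and 1774 and 2787 in NGP.2-like cells. Some of the genes that score a phase, such as UHRF1 for S and CENPF for G2/M, also named the clusters, so the phases are not independent of the names. Which genes differed between the clusters depended on the processing. None of the 6 MCM genes passed with 10 of the alternatives, including at least 200 genes per cell, no gene held out, resolution 0.4 and DESeq2, whereas CDK1 passed in all 9 other clusterings (1 of them chosen after the data were seen), with log2 fold changes from 3.48 to 6.92. PCNA turned to between 0.0099 (at least 200 genes per cell) and 0.59 (resolution 0.4) in 6 of these clusterings, also with no gene held out, at resolution 1.2, with doublets left out and with counts split, and did not pass in the other 3.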

NGPs display two states, one (NGP.1) of which the cells were predominantly in G1 or S‐phase (Figure 2c), and expressed mini chromosome maintenance (MCM) genes, that are essential for DNA replication (Forsburg, 2004) (Figure 2d), while most of the NGP.2 cells were in G2/M phase (Figure 2c) and expressed cell cycle genes CDK1 and 2 (Figure 2d). The majority of Intercell.4 cluster cells were in S or G2/M phase (Figure 2c), and these cells also expressed low levels of glial markers, suggesting this cluster is a transition cell state in the path of gliogenesis.

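The 4 glial genes GLUL, SLC1A2B, FABP7A and CX43 were spread unevenly over the radial glia-like subtypes of the young telencephalon. Astro-RG1-like cells had the highest SLC1A2B, at 4579 and 23260 CPM (log2 fold change 5.33, SE 0.35, adjusted p = 9.9e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and FABP7A at 1018 and 1532 (2.60, adjusted p = 0.0044). Astro-RG2-like cells had FABP7A at 15460 CPM (5.77, SE 0.65, adjusted p = 1.6e-06) and less SLC1A2B than the others, at 14.05 (−4.23, adjusted p = 0.024 from the same test). EPD-RG4-like cells had FABP7A at 16340 and 9340 CPM (6.02, SE 0.52, adjusted p = 7.1e-09) and GLUL at 2097 and 4679 (1.43, adjusted p = 0.04), but lower SLC1A2B, at 61.67 and 52.77 (−3.14, adjusted p = 0.0032 from the same test). NE-RG3-like cells had GLUL at 1490, SLC1A2B at 77.82, FABP7A at 55.58 and CX43 at 88.93 CPM, and none of these passed the test (adjusted p from 0.29 to 1). In Astro-RG2-like cells GLUL stood at 407.5 (−1.95, adjusted p = 0.24 from the same test). Values of Astro-RG2- and NE-RG3-like cells rest on the 26 and 31 cells of Young S1.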

Four clusters had a radial glial (RG) signature, expressing GLUL, SLC1A2B, FABP7A, and CX43 (Figure 2b,e). SLC1A2B and CX43 were used to identify mature astroglia (Astro‐RG1, Astro‐RG2), which have been similarly annotated in mammals, and in juvenile killifish (Coolen et al., 2020) (Figure 2B). 

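CX43 encodes the gap junction protein that couples astroglia. Astro-RG1-like cells stood at 3578 and 7358 CPM (log2 fold change 5.24, SE 0.47, adjusted p = 2.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Astro-RG2-like cells at 3162 (4.26, SE 0.61, adjusted p = 5.7e-05). The difference between the 2 astroglia-like subtypes was 0.88 (SE 0.95, adjusted p = 0.7287 from the same test), so a difference was not detectable with 1 sum of Astro-RG2-like cells. EPD-RG4-like cells had a lower level than either, at 863.4 and 932.2 CPM, which was still above the mean of the other progenitors (2.32, SE 0.53, adjusted p = 0.0047 from the same test). NE-RG3-like cells stood at 88.93 (−1.45, adjusted p = 0.81 from the same test).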

The density of cells expressing CX43 was similarly high in both astroglial subtypes, whereas CX43 expression was lower or absent in other RG subtypes (Figure 2b, Figure S2b). 

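Astro-RG1-like cells differed from Astro-RG2-like cells in genes of glutamate and GABA handling. SLC1A2B was higher by 8.60 on the log2 scale (SE 1.19, adjusted p = 0.0001497 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 288 UMIs against 1 within Young S1, the library that holds both sums (424.5-fold, 75.59 to 16830). GRM7, a metabotropic glutamate receptor, had 54 UMIs against 0 there (at least 26.53-fold higher, taking 3 counts as the floor over the group; adjusted p = 0.0007205), and the GABA transporter SLC6A11 had 32 against 0 (at least 15.72-fold higher, adjusted p = 0.01257 from the same test). GRM3, a metabotropic glutamate receptor as well, had 66 UMIs against 3 (32.43-fold, 10.62 to 161.3; adjusted p = 0.009299 from the same test). GABBR1, a subunit of the GABA-B receptor, had a log2 fold change of 1.96 (SE 0.84, adjusted p = 0.2369) and was higher in Astro-RG1-like cells than in the mean of all other progenitors (1.93, adjusted p = 0.0027 from the same test). Of 11 measured genes of glutamate and GABA uptake and metabolism, 7 were higher in Astro-RG1-like cells than in the mean of the other progenitors and none was lower (7 when adjusted over the list alone), among them the bicarbonate transporter SLC4A4A (4.92), which also named the cluster. Against Astro-RG2-like cells 125 genes were higher and 94 lower. Further genes with large changes were the growth factor MDK, with 175 UMIs against 1 in Young S1 (258-fold, 45.7 to 10250), and the protease inhibitor TIMP4, with 14 against 0 (at least 6.879-fold higher). Without the library as a block only GRM7 passed among the 5 genes. The fitted log2 fold changes of SLC6A11 and GRM7, 8.98 and 10.34, became 4.81 and 5.54 without Young S2. SLC6A11 also lost its call with DESeq2, at resolution 0.4 and with at least 200 genes per cell, and GRM3 in the last 2 of these and with no gene held out.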

Genes exclusive to Astro‐RG1 included neurotransmitter transporters SLC1A2B and SLC6A11, metabotropic glutamate receptors GRM3 and GRM7, and GABA receptor GABBR1. Astro‐RG2 expressed genes such as ATP1A2B, ATP1B1, SLC7A3A, and astrocyte‐enriched markers like SLC3A2 and SLC7A5 that are involved in amino acid transmembrane transport (Batiuk et al., 2020; Cuevas‐Diaz Duran et al., 2019) (Figure S2b).

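Of these genes, ATP1B1, SLC7A3A and SLC7A5 were higher in Astro-RG2-like cells. ATP1B1, a subunit of the sodium pump, stood at 4174 CPM (log2 fold change 5.31, SE 0.49, adjusted p = 9.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was the stronger in a direct comparison as well (Astro-RG1- against Astro-RG2-like −5.03, SE 0.81, adjusted p = 0.0005372). SLC7A3A, a transporter of cationic amino acids, differed by −4.21 (adjusted p = 0.0009572) and SLC7A5, which carries large neutral amino acids, by −5.11 (adjusted p = 0.001033 from the same test). SLC3A2, the heavy chain that pairs with SLC7A5, stood at 1447 CPM in Astro-RG2-like and at 1460 and 1601 in EPD-RG4-like cells. It was higher in EPD-RG4-like cells (2.24, adjusted p = 0.00041), with 1.83 in Astro-RG2-like cells (SE 0.55, adjusted p = 0.06) and −1.77 between the astroglia-like subtypes (adjusted p = 0.2265 from the same test). No feature carried the symbol ATP1A2B. NDRG4, a cytoplasmic protein of the nervous system, reached 23370 CPM in Astro-RG2-like cells (6.06, adjusted p = 1.6e-09 from the same test). The call for SLC7A3A ended without the replicate block and that for SLC7A5 at resolution 0.4, and without Young S2 SLC7A5 was higher in Astro-RG2-like cells by 3.22. In Young S1, 42.31% of the Astro-RG2-like cells also carried a UMI of fibroblast genes after thinning (84.62% without), against 9.756% of Astro-RG1-like cells (24.39% without), at medians of 2148.5 and 878 UMIs.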

Next to Astro‐RG1 and Astro‐RG2, we identified two other RG types; neuroepithelial RG cells (NE‐RG3) and ependymo‐glial cells (EPD‐RG4). NE‐RG3 expressed known (neuro)epithelial cell markers such as ZIC1, ZIC2, and KRT18 (Figure 2b,e, Table S4). Additionally, the expression of RG self‐renewal associated factors such as SOX2, WNT8B, EMX2, and SIX3 were also found to be upregulated in NE‐RG3 (Sanek et al., 2009) (Figure 2b, Table S4). 

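Among the epithelial markers, ZIC2 was higher in NE-RG3-like cells. It stood at 1134 CPM there (log2 fold change 2.81, SE 0.60, adjusted p = 0.0074 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its 102 UMIs were 4.876-fold (3.798 to 6.228) the level of the other progenitors of Young S1. ZIC1, a related zinc finger factor, stood at 122.3 (0.74, SE 0.80, adjusted p = 1) and the intermediate filament gene KRT18 at 2223 (1.10, SE 0.75, adjusted p = 0.78 from the same test). KRT18 was higher in EPD-RG4-like cells, at 2919 and 1583 (2.27, adjusted p = 0.0063), and in Astro-RG1-like cells, at 1240 and 1640 (2.02, adjusted p = 0.022 from the same test). The call for ZIC2 in NE-RG3-like cells ended at resolution 0.4, with DESeq2 and without the replicate block. ZIC1 passed with at least 200 genes per cell (1.78), no gene held out (2.29), counts split (2.27) and no upper gene limit (3.36, chosen after the data were seen), and KRT18 with the second (2.23) and the last (1.24) of these.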

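2 of these 4 factors were higher in NE-RG3-like cells. WNT8B, a Wnt ligand of the dorsal midline in vertebrates, stood at 1801 CPM (log2 fold change 6.74, SE 0.73, adjusted p = 4.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and its 162 UMIs were 41.73-fold (28.93 to 61.67) the level of the other progenitors of Young S1. EMX2, a homeobox factor of the dorsal telencephalon, stood at 389.1 (6.79, SE 1.12, adjusted p = 0.00076 from the same test; 36.06-fold in the UMIs of Young S1; 3.75 on the log2 scale without Young S2). SIX3, a homeobox factor of the anterior forebrain, stood at 222.3 (2.20, SE 0.66, adjusted p = 0.084), and SOX2 at 266.8 (1.44, SE 0.62, adjusted p = 0.36 from the same test). Of 11 measured genes of the Wnt pathway, 2 were higher in NE-RG3-like cells and none was lower (6 when adjusted over the list alone): WNT8B and WLS, which carries Wnt proteins to the cell surface and also named the cluster. The call for WNT8B ended with no integration and with DESeq2, which called none of the Wnt genes. SIX3 passed with at least 200 genes per cell (1.37), doublets left out (2.29), counts split (2.92) and no upper gene limit (2.19), and SOX2 with the first (1.35) and the last (1.70).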

Due to an everted telencephalon in teleosts, the tela choroidea or ependymal layer surrounds the ventricular surface. In other teleosts, the ependyma contains mainly RG‐like cells and neuroepithelial cells located at the ventricular surface (Jurisch‐Yaksi et al., 2020). We found one RG subtype linked to ependyma, EPD‐RG4, which expresses ependymin (EPD), as well as apolipoprotein genes APOA1, APOA2, APOEB, and CLU (APOJ) (Figure 2b,e, Table S4). 

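EPD-RG4-like cells were set apart by secreted proteins. EPD stood at 407900 and 335900 CPM in the 19 cells of Young S1 and the 16 of Young S2 (log2 fold change 14.51, SE 0.68, adjusted p = 3.1e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). APOA1 stood at 206200 and 259000 (14.21, adjusted p = 3.1e-13) and APOA2 at 189200 and 134200 (13.35, adjusted p = 3.1e-13 from the same test). APOEB, at 13010 and 12490, and CLU, at 6434 and 7000, were higher by 8.41 (adjusted p = 3.4e-10) and 7.30 (adjusted p = 6.7e-10 from the same test). CLU was also higher in Astro-RG2-like cells, at 1054 (2.93, adjusted p = 0.019 from the same test). All 5 measured plasma protein and lipoprotein genes of a wider list were higher (5 when adjusted over the list alone), including the retinol carrier RBP4 (11.29) and the iron carrier TFA (12.24), but TFA, AHSG and CP had also named the cluster. Because a few genes take so much of the RNA of these cells, other genes there rest on fewer UMIs. In Young S1 an EPD UMI was also found in 22.68% of thinned neurons, against 0.3016% in Young S2 (34.83% and 0.8774% without thinning, at medians of 767 and 2028 UMIs). Among neurons EPD was higher in the immature inhibitory-like ones, at 2077 and 614.7 CPM (log2 fold change 4.51, adjusted p = 9.017e-07 from the same test), and other genes of EPD-RG4-like cells moved with it there: APOA1 (3.97), APOA2 (4.32), FABP7A (1.87), KRT18 (2.15) and 3 of 4 measured plasma protein and lipoprotein genes (4 when adjusted over the list alone). All 9 measured fibroblast genes moved with these genes in EPD-RG4-like cells, among them the collagen genes COL1A1B (7.44) and COL1A2 (6.46).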

We propose that EPD‐RG4 resembles a non‐ciliated ependymo‐glial cell type as this cluster is devoid of ciliary filament‐associated genes (D'Gama et al., 2021). 

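Genes of motile cilia were scarce in EPD-RG4-like cells. Over 32 features of motile cilia, such as dyneins, radial spoke and tektin genes, these cells held 4 UMIs in Young S1 and 6 in Young S2, or 41.67 (11.35 to 106.7) and 49.87 (18.3 to 108.6) CPM relative to all UMIs of these cells. Neurons, which bear no motile cilia, had 193.3 (166.5 to 223.3) and 140 (132.2 to 148.3), so the level in EPD-RG4-like cells lay at or below background. Of this list 1 gene, the cilia regulator RFX3, had enough counts for the test and did not pass it (adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); none was called by edgeR or by DESeq2, and none passed at an unadjusted p under 0.05. For 17 features of primary cilia and intraflagellar transport the sums were 41.67 and 49.87 CPM as well, against 323.9 and 285.6 in neurons, and 0 of the 3 tested genes passed. EPD and the apolipoproteins take up much of the RNA of these cells, which lowers the share of all other genes. Of 12 measured tight and adherens junction genes 1 was higher, the claudin CLDN11A (6.43, adjusted p = 1.13e-07 from the same test; 2 higher and 1 lower when adjusted over the list alone). From the lack of ciliary genes the paper proposes that EPD-RG4 resembles a non-ciliated ependymo-glial cell type.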

Taken together, we found distinct glial subtypes within the telencephalon that have epithelial, astroglial, or ependymal signatures.

### 2.4 NE‐RG3 have features of quiescent multipotent progenitors

To identify the root cluster of neurogenesis, we analyzed the expression of highly conserved molecular players (transcription factors) and growth factor pathway molecules. 

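SOX2, SOX3 and SOX4, transcription factors of neural stem and precursor cells, had different patterns over the progenitor subtypes. SOX3 was higher in Astro-RG1-like cells, at 1161 and 2091 CPM (log2 fold change 2.65, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in NGP.1-like cells, at 1192 and 2589 (2.86, adjusted p = 0.0006), and in NGP.2-like cells, at 900.4 and 2298 (2.57, adjusted p = 0.0027). In NE-RG3-like cells SOX3 stood at 22.23 (−3.73, SE 1.34, adjusted p = 0.19 from the same test). SOX2 was higher in Astro-RG1-like cells, at 318 and 189.6 (1.60, adjusted p = 0.023), and did not pass in NGP.1-like (0.77, adjusted p = 0.38) or NGP.2-like cells (1.28, adjusted p = 0.11 from the same test). SOX4 was higher in NGP.2-like cells, at 396.2 and 1101 (1.67, adjusted p = 0.0083), and stood at 440.6 and 500.1 in NGP.1-like cells (1.00, adjusted p = 0.14 from the same test). For NGP.2-like cells, the call of SOX3 ended with at least 200 genes per cell and with DESeq2, and that of SOX4 with no gene held out, at resolution 0.4 and with DESeq2; SOX2 passed there with at least 200 genes per cell (1.11). Without Young S1, SOX3 stood at 1.87 in NGP.1-like and 1.64 in NGP.2-like cells, and without Young S2 SOX4 stood at 0.88 in NGP.2-like cells. SOX4 passed in NGP.1-like cells in 6 of the other clusterings (1.32 to 2.45).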

Transcription factors associated with stemness (Stevanovic et al., 2021, 2023), such as SOX2 and SOX3 were relatively highly expressed in Astro‐RG1 and NE‐RG3, while all SOX transcription factors were clearly expressed in NGP.1 and NGP.2 (Figure 2b,d). Cooperation between Notch and BMP pathways is necessary to control stem cell quiescence, and most neural stem cells are known to be quiescent during adulthood (Dirian et al., 2014; Zhang et al., 2021). Therefore, we probed for Notch and BMP signaling molecules and downstream effectors such as HES and ID genes within the prominent progenitor cell types NE‐RG3, NGP.1/2, and Astro‐RG1/2 (Bansod et al., 2017; Kageyama et al., 2008) (Figure S2c). 

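HES genes encode repressors that Notch signaling turns on, and ID genes encode inhibitors of bHLH factors that BMP signaling turns on. NE-RG3-like cells held UMIs of all 7, and 1 of them, HES4, was higher than in the mean of the other progenitors. HES4 stood at 3969 CPM (log2 fold change 2.93, SE 0.58, adjusted p = 0.0033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 7.292-fold in the UMIs of Young S1). HES1 stood at 1401 (2.23, SE 0.70, adjusted p = 0.1) and HES5, summed over 4 features, at 1690 (−0.00, adjusted p = 1 from the same test). ID1 stood at 2201, ID2 at 378, ID3 at 644.8 and ID4 at 922.7, with log2 fold changes of 0.63, 1.65, 1.79 and 1.33 (adjusted p = 1, 0.18, 0.33 and 0.36 from the same test). The number of the 7 genes that passed ranged from 0 with DESeq2, without the replicate block and at resolution 0.4 to 5 with no upper gene limit, a setting chosen after the data were seen. Of 11 measured genes of the BMP and Notch pathways, 2 were higher in NE-RG3-like cells and none was lower (2 when adjusted over the list alone), the ligand BMP4 (5.04, adjusted p = 0.000409 from the same test) and DNER, which also named the cluster. The values are those of the 31 cells of Young S1, since Young S2 held 9.

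**Figure D2:**
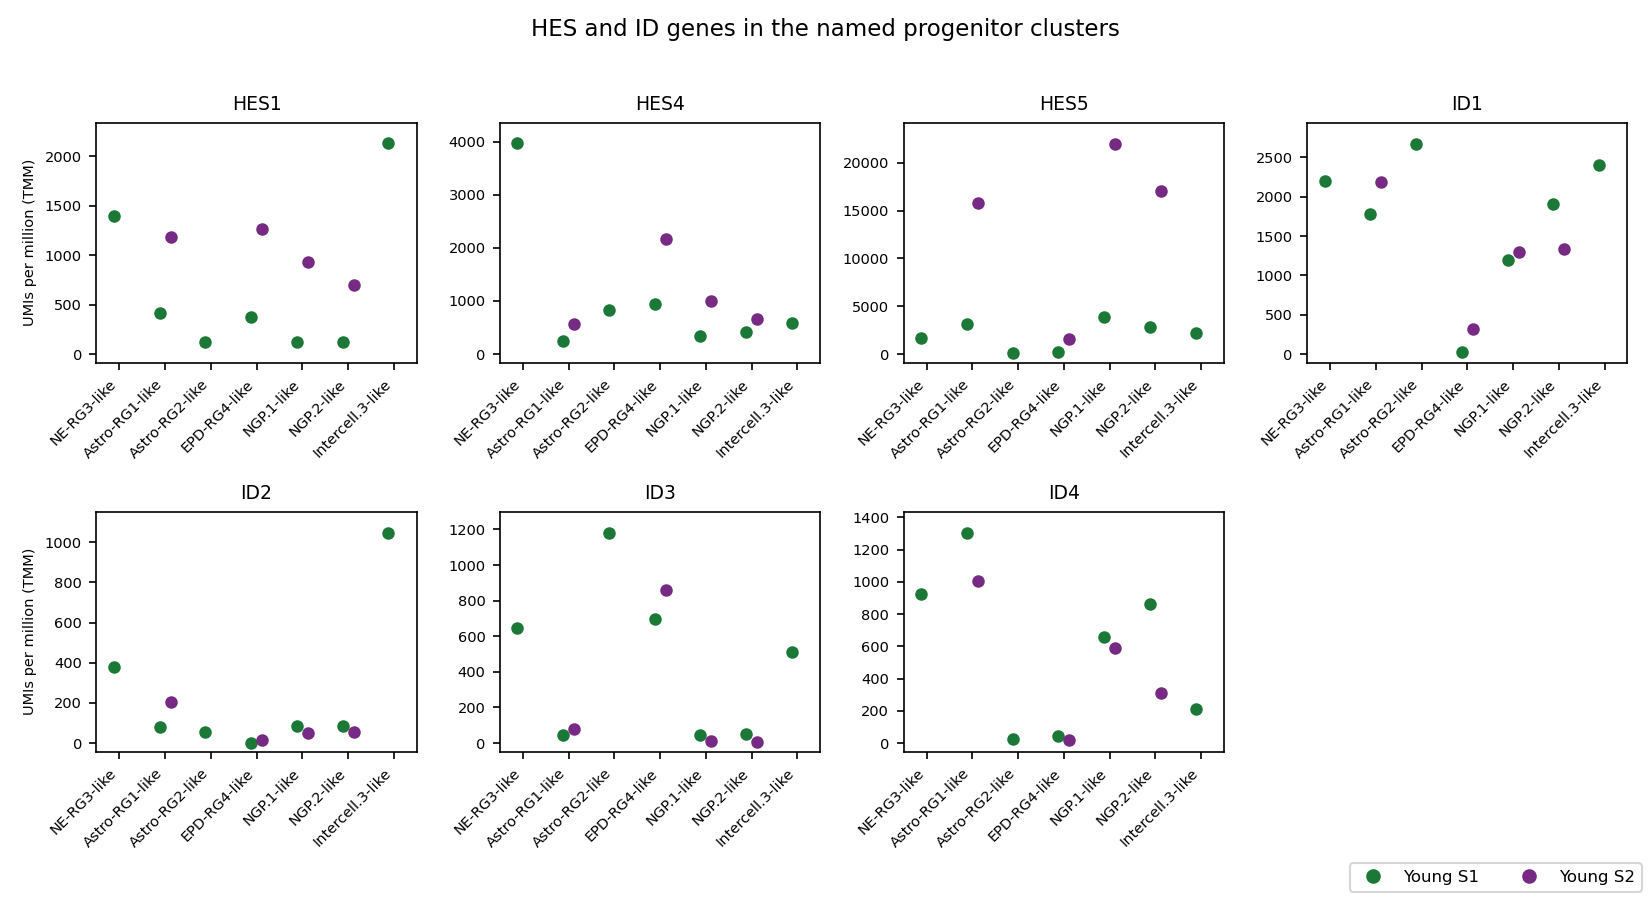
Levels of HES1, HES4, HES5 and ID1 to ID4 in 7 progenitor subtypes, as CPM (TMM-normalized) on the vertical axis, with 1 point per library (Young S1 in green, Young S2 in purple). NE-RG3-, Astro-RG2- and Intercell.3-like cells have a point for Young S1 alone; HES4 lies at 3969 in NE-RG3-like cells and HES5 at 3101 and 15830 in Astro-RG1-like cells.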

In our data, only NE‐RG3 expressed HES1 (her6), HES4 (her9), and HES5 (her4/2), as well as all ID1–4 genes. This pattern suggests high levels of Notch and BMP signaling, and a quiescent stem cell phenotype. 

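After thinning, 83.87% of the NE-RG3-like cells of Young S1 (26 of 31, 66.27 to 94.55) and 77.78% of those of Young S2 (7 of 9, 39.99 to 97.19) were scored in G1, and 96.77% and 100% without thinning, at medians of 2729 and 3149 UMIs per cell. Such phase calls read free RNA of dividing cells as well, and a low S and G2/M score does not by itself tell quiescent from slowly cycling cells. From the HES and ID genes the paper proposes high Notch and BMP signaling and a quiescent stem cell phenotype in NE-RG3.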

Intriguingly, the other progenitor cell clusters expressed a particular subset of HES and ID genes; Astro‐RG1, and both NGP clusters had high levels of HES1, HES5, ID1, and ID4, whereas Astro‐RG2 and EPD‐RG4 had clear HES4 and ID3 expression, but little or no HES5, ID2, or ID4 expression. 

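ID4 was higher in Astro-RG1-like cells, at 1304 and 1004 CPM (log2 fold change 2.21, SE 0.41, adjusted p = 0.00058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and lower in Astro-RG2-like cells, at 28.11 (−4.22, adjusted p = 0.018), and in EPD-RG4-like cells, at 41.11 and 17.59 (−3.75, adjusted p = 0.0023). HES5 was higher in NGP.1-like cells, at 3922 and 21970 (1.57, adjusted p = 0.026), and lower in Astro-RG2-like cells, at 112.4 (−4.34, adjusted p = 0.014), and in EPD-RG4-like cells, at 185 and 1601 (−2.82, adjusted p = 0.005 from the same test). In Astro-RG1-like (1.11) and NGP.2-like cells (1.11, at 2785 and 17090) HES5 did not pass. ID3 was higher in Astro-RG2-like cells, at 1180 (2.76, adjusted p = 0.018), and in EPD-RG4-like cells, at 698.9 and 861.9 (3.12, adjusted p = 0.00045 from the same test). ID2 was lower in EPD-RG4-like cells (−3.88, adjusted p = 0.019 from the same test), and stood at 56.21 in Astro-RG2-like cells. HES4 stood at 829.1 in Astro-RG2-like cells and at 945.6 and 2163 in EPD-RG4-like cells (0.42 and 0.87, adjusted p = 1 and 0.43 from the same test). HES1 stood at 413.4 and 1184 in Astro-RG1-like, 121 and 929.4 in NGP.1-like and 120.1 and 698.9 in NGP.2-like cells, and differed more between the libraries than between these subtypes. It was higher in Intercell.3-like cells, at 2132 (2.90). That value rests on 41 cells of Young S1, of which 38 carried a UMI of retinal pigment epithelium genes.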

Astro‐RG2 also expressed ID1 (Figure S2c). 

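ID1 stood at 2670 CPM in Astro-RG2-like cells (log2 fold change 0.94, adjusted p = 0.8 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stood at 1781 and 2188 in Astro-RG1-like, 1201 and 1297 in NGP.1-like and 1909 and 1334 in NGP.2-like cells. In EPD-RG4-like cells ID1 was lower, at 20.56 and 316.6 (−3.18, adjusted p = 0.018 from the same test).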

In juvenile killifish, it has previously been shown that RGs enter NOTCH3‐mediated quiescence prematurely (Coolen et al., 2020). In the adult telencephalon, NOTCH3 was highly expressed in NE‐RG3 and Astro‐RG1 (Figure S2c). 

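NOTCH3, the Notch receptor tied to quiescence of radial glia, was higher in Astro-RG1-like cells than in the mean of the other progenitors. It stood at 588.3 and 1117 CPM there (log2 fold change 3.34, SE 0.44, adjusted p = 9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NE-RG3-like cells it stood at 111.2 (0.63, SE 0.71, adjusted p = 1 from the same test), and EPD-RG4-like cells had no UMI of it in either library. Of 11 measured genes of the BMP and Notch pathways, 4 were higher in Astro-RG1-like cells, none was lower and 7 did not pass (5 higher when adjusted over the list alone; the median log2 fold change of the list was −0.10): HEY1 (1 OF 2) (5.39), HEYL (3.85), NRARP (3.53) and HEY1 (2.38).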

NGPs are known to use the pro‐neural gene NEUROG1 and rely on Notch1 signaling for their maintenance in juvenile fish. 

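NEUROG1, a proneural transcription factor, was higher in both non-glial progenitor clusters than in the mean of the other progenitors, at 198.7 and 190.3 CPM in NGP.1-like and 192.1 and 393.7 in NGP.2-like cells. The log2 fold changes were 5.42 (SE 0.64, adjusted p = 6.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.10 (SE 0.63, adjusted p = 7e-07), and the difference between the clusters was 0.61 (SE 0.55, adjusted p = 1). NOTCH1 was higher in NGP.2-like cells, at 12.01 and 257.1 (3.51, SE 0.76, adjusted p = 0.0033), and stood at 17.28 and 88.51 in NGP.1-like cells (2.19, adjusted p = 0.1 from the same test). The difference of the 2 clusters in NOTCH1 was 1.19 (SE 0.72, adjusted p = 0.9549 from the same test). NOTCH1B had a log2 fold change of 2.43 in NGP.2-like cells (adjusted p = 0.049 from the same test), a call that ended in 11 of the alternatives, and one of 1.47 without Young S1. Of 11 measured proneural genes, 8 were higher in NGP.1-like and 8 in NGP.2-like cells and none was lower (8 and 9 when adjusted over the list alone), among them INSM1 (3.35 and 5.05), HES6 (3.95 and 4.39) and the Notch ligand DLA (3.21 and 4.31). The call for NOTCH1 ended with DESeq2.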

In our data, NOTCH1 and NEUROG1 are mainly expressed in NGP.2 although the expression level is low (Figure S2c). Taken together, NE‐RG3 might represent the most plausible root stem cell type, while other PC clusters have maintained a subset of Notch and BMP target genes that might underly different, perhaps region‐dependent functions.

### 2.5 Intercell clusters represent intermediate cell states in a differentiation trajectory

In our dataset, sub‐clustering of PCs revealed several clusters that we named Intercell.1, Intercell.2, Intercell.3, and Intercell.4 (Figure 2a). All four Intercell clusters were found to express HES5 and ID4, which might indicate that they represent intermediate states in a neuro‐ or gliogenic path (Figure 2b, Table S4). 

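By its markers, 1 of the clusters formed here was Intercell.3-like. It had HES5 at 2223 CPM (log2 fold change 0.44, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ID4 at 209.2 (−1.05, adjusted p = 0.8), from 41 cells of Young S1. The unnamed cluster of 270 cells had higher HES5, at 7022 and 25970 (2.16, adjusted p = 0.0023), and higher ID4, at 3058 and 1849 (3.35, adjusted p = 3.8e-06 from the same test). Intercell.3-like cells were also rich in genes of the retinal pigment epithelium: 45 of the 48 cells of Young S1 in the matching cluster of all cells (93.75%) carried a UMI of such genes after thinning and as many without, and 1 of the 104 of Young S2 (0.9615%, and 4.808% without thinning), at medians of 1688 and 2695.5 UMIs.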

Intercell.1–3 displayed reduced expression of typical markers of RG (Astro‐RG1/2, NE‐RG3, and EPD‐RG4) and NGP (Figure 2b). The complete gene list of shared or unique genes can be retrieved (Table S4).

Contrary to zebrafish, NGPs and not RG were recently proposed as the neurogenic progenitor type in the juvenile and adult killifish pallium (Coolen et al., 2020; Kroehne et al., 2011; Rothenaigner et al., 2011; Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021). Whether the progenitor cell subtypes are related to each other and represent different steps in the neurogenic process remains unclear. We performed lineage inference analysis of the progenitor cell subclusters using Slingshot. The neuroepithelial cell signature (Figure 2b,e, Figure S2c) posed NE‐RG3 as the most likely root cluster candidate. 

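Slingshot was not installed, and its first step, a minimum spanning tree over the centers of the clusters rooted at NE-RG3, was computed in its place from the integrated principal components, with distances scaled by covariance. The tree of the 10 clusters had 5 ends when rooted at the NE-RG3-like cluster. The unnamed cluster of 217 cells was its hub, with links to the NE-RG3-like cluster in 96 of 100 resamples of cells, and to the Astro-RG2-, EPD-RG4- and NGP.1-like clusters and the unnamed cluster of 270 cells in all 100. The hub scored 1.0163 for the markers of NGP.1 and 0.428 for the next name. It stayed unnamed because its leading genes held 2 markers of other names and 1 of NGP.1. Pseudotime and the smoothed expression along it were not computed.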

Analysis using NE‐RG3 as the root or start cluster revealed three possible lineages, each of which passed through several Intercell clusters to reach diverse terminal cell states (Figure 2f). 

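In this tree the Astro-RG2- and EPD-RG4-like clusters were both reached from the NE-RG3-like cluster in 2 steps, each through the unnamed cluster of 217 cells. They lay 2 steps apart, and none of the 100 resamples linked them directly. Under 5 alternatives (at least 200 genes per cell, cell cycle lists held out, no integration, counts split, and no upper gene limit, which was chosen after the data were seen) they were neighbors, 1 step apart. Both clusters had higher levels of FABP7A, ID3, CX43 and ZIC2 than the mean of the other progenitors, and both also of the fibroblast transcription factors FOXC1A (7.35 in Astro-RG2-like and 6.34 in EPD-RG4-like cells), TWIST1 (5.95 and 4.97) and FOXC1 (5.08 and 5.72).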

The first lineage (1) started with NE‐RG3 followed by Intercell.3, NGP.2, and Intercell.4, to give rise to Astro‐RG2 and EPD‐RG4 suggesting EPD‐RG4 and Astro‐RG2 are molecularly similar clusters (Figure 2f). This corroborated the finding that Intercell.4 is gliogenic. 

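The path to the Astro-RG1-like cluster took 3 steps from the NE-RG3-like cluster and ran through the unnamed clusters of 217 and 270 cells. Its links were found in 96 (the first), 100 and 100 of the 100 resamples. The cluster of 270 cells next to Astro-RG1-like cells shared much of its glial profile, with higher SLC1A2B, at 1152 and 6239 CPM (log2 fold change 3.18, adjusted p = 4.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher CX43, at 616 and 1812 (2.85, adjusted p = 0.0011), and higher GLUL, at 2949 and 4879 (1.66, adjusted p = 0.016).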

The second lineage (2) terminated in the formation of Astro‐RG1 via 3 Intercell clusters (Intercell.3, Intercell.2, and Intercell.1) (Figure 2f). Since the astroglial subtypes (Astro‐RG1/2) are formed via different lineages, a functional difference is expected. A third lineage (3) via Intercell.3 and Intercell.2 to NGP.1 is likely the neurogenic path, as NGP.1 expressed pro‐neural transcription factors.

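The path to the NGP.1-like cluster ran through the unnamed cluster of 217 cells, and went on to the NGP.2-like cluster in 89 of 100 resamples. The cluster of 217 cells had some of the genes of dividing precursors. STMN1A stood at 471 and 422.7 CPM there (log2 fold change 1.91, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and PCNA at 404.4 and 333.3 (1.60, adjusted p = 0.031). DLX2, a transcription factor of the interneuron lineage, was higher in NGP.1-like cells by 3.25 (adjusted p = 0.006 from the same test). From the proneural genes of NGP.1 the paper proposes that this lineage is the neurogenic path.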

We further performed Generalized Additive Model (GAM) based analysis to identify lineage‐specific temporally expressed genes or genes that change with pseudotime. Over pseudotime (0–100), we assessed the expression of these genes across the three lineages. The top genes included midkine (MDK), HES5, CX43, and ZIC2 (Figure S2d). The neurotrophic cytokine MDK was lowly expressed initially but increased in lineage 2 within Intercell.3/2/1 to reach its peak value in Astro‐RG1 (Figure S2d). 

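MDK, a secreted growth factor, was low in NE-RG3-like cells and high in Astro-RG1-like cells. The Intercell.3-like value given here rests on 41 cells of Young S1, of which 38 carried a UMI of retinal pigment epithelium genes. That value need not be the level of an intermediate state. It stood at 11.12 CPM in NE-RG3-like cells (log2 fold change −5.20, adjusted p = 0.03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at 1321 in Intercell.3-like cells (2.34, adjusted p = 0.032), at 1797 and 2941 in the unnamed cluster of 270 cells (3.24, adjusted p = 6.6e-05) and at 2783 and 7665 in Astro-RG1-like cells (4.50, SE 0.46, adjusted p = 1.7e-07). In Astro-RG2-like cells (14.05; −4.85, adjusted p = 0.035) and EPD-RG4-like cells (20.56 and 35.18; −3.81, adjusted p = 0.0082 from the same test) MDK was lower than in the mean of the others.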

In zebrafish, it has been established that in the telencephalon MDK is mainly restricted to S100B^+^ RG (Lübke et al., 2022) and in our data, we find correlative expression in S100B^+^ Astro‐RG1. 

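S100B is a calcium-binding protein of glia. Astro-RG1-like cells had 15980 and 8716 CPM (log2 fold change 3.94, SE 0.41, adjusted p = 2.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the unnamed cluster of 270 cells 25700 and 6809 (3.93, adjusted p = 6.9e-07). Astro-RG2-like cells (126.5; −4.87, adjusted p = 0.0035) and EPD-RG4-like cells (123.3 and 0; −5.36, adjusted p = 4.7e-05 from the same test) had less. In NE-RG3-like cells S100B stood at 9271 (2.00, adjusted p = 0.054 from the same test). GFAP, the glial intermediate filament gene, was higher in Astro-RG1-like cells as well, at 111.3 and 281.8 (4.50, adjusted p = 8.7e-06 from the same test).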

In zebrafish, the expression of different HES genes marks radial glial cell populations. We found HES5 to be expressed heavily in all Intercell clusters. Expression was lower in NE‐RG3 and increased in lineages 2 and 3 (Figure S2d). 

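Set directly against each other, Astro-RG1-like cells had more HES5 than Astro-RG2-like cells, by 4.91 on the log2 scale (SE 1.13, adjusted p = 0.01134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Astro-RG2-like value is that of 26 cells of Young S1.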

As mentioned before, HES5 expression was even more reduced upon reaching maturation in Astro‐RG2 and remained higher in Astro‐RG1. As expected, CX43 was lowly expressed in NE‐RG3 and NGPs and peaks in terminal clusters Astro‐RG1/2, and their possible precursor clusters Intercell.1 and Intercell.4 in lineage 2 and 1, respectively (Figure S2d). ZIC2 was highly expressed in NE‐RG3 followed by downregulation across lineages up until reappearing in Astro‐RG2 and EPD‐RG4 (Figure S2d). 

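Besides NE-RG3-like cells, ZIC2 was higher in Astro-RG2-like cells, at 969.6 CPM (log2 fold change 2.56, SE 0.63, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in EPD-RG4-like cells, at 698.9 and 545.3 (2.10, SE 0.51, adjusted p = 0.0071). It stood at 69.12 and 57.53 in NGP.1-like cells, at 252.1 and 88.37 in NGP.2-like cells and at 0 and 76.86 in Astro-RG1-like cells.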

We found ZIC2 upregulated early in pseudotime scale, indicative of an early progenitor marker. In conclusion, trajectory analysis identified a possible neurogenic and two distinct gliogenic routes.

### 2.6 Astroglial, ependymal, and neuroepithelial radial glial cell types have distinct spatial locations

To further investigate the functional diversity between the two astroglia cell types RG1 and RG2, we examined their spatial organization via hybridization chain reaction (HCR) for the CX43 and SLC1A2B markers (Figure 3a,b). Visualization of mRNA on rostral and caudal coronal sections of the telencephalon revealed the spatially distinct location of Astro‐RG1 (CX43^+^ and SLC1A2B^+^) and Astro‐RG2 (CX43^+^ and SLC1A2B^−^) (Figure 3c,d). Astro‐RG1 were particularly present at the outer border of the everted telencephalon, lining the ventricular surface. More rostrally, an abundance of Astro‐RG1 was detected at the lateral, medial, and dorsal surface, almost completely surrounding the two telencephalic hemispheres (Figure 3c,e–h). Caudally, Astro‐RG1 was also lining the dorsal and lateral surface (Figure 3d), whereas Astro‐RG2 was exclusively present at the ventro‐medial conjunction of the two hemispheres (Figure 3d,i–l). The detection of SLC1A2B and CX43 transcripts in glial fibers extending into the parenchyma further confirmed the astroglia‐like properties (Sakers et al., 2017) of these two RG populations (Figure 3c,d). Astro‐RG1 and Astro‐RG2 thus represented two spatially separated cell populations, which might explain their different transcriptional profile.

**FIGURE 3:**
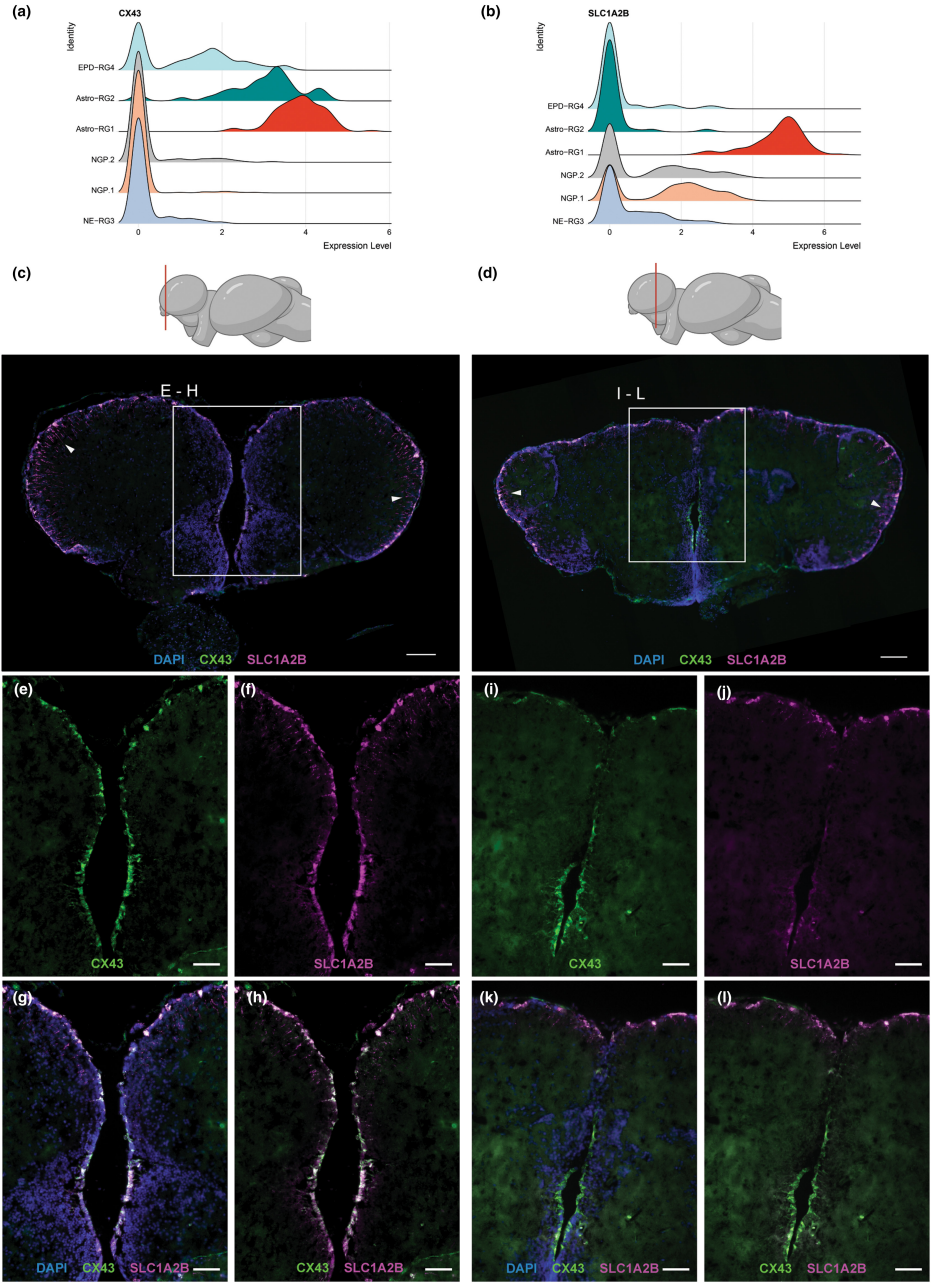
Spatial organization of identified astroglia subtypes: Astro‐RG1 and Astro‐RG2. Ridge plots show the density of cells expressing the astroglial markers (a) CX43 and (b) SLC1A2B, in six main progenitor cell types. The higher the peak, the more cells display a particular expression level in the specific cell type. Multiple peaks indicate differential gene expression within the same cluster. Singular cell peaks at expression 0 are indicative of low/zero expression of the gene in all cells of that cluster. Rostral (c) and caudal (d) coronal sections of the telencephalon, the anterior–posterior position of the section is indicated in red on a lateral side view killifish brain illustration. Fluorescent in situ labeling of SLC1A2B (magenta) and CX43 (green) mRNA expression in combination with a nuclear stain (DAPI, blue) marks Astro‐ RG1 and Astro‐RG2, respectively. For both sections, CX43 and SLC1A2B expression are present in the cells lining the ventricular surface. Also, RG fibers can be identified, extending into the parenchyma; white arrowheads point to zones where they are visible. Scale bar: 100 μm. (e–h) Magnifications of the zone are depicted with a square in the rostral section C. Co‐labeling of SLC1A2B and CX43 is observed in cells lining the ventricular surface and at the conjunction of the two hemispheres, identifying Astro‐RG1 as one of the main cell types at the ventricular surface. Scale bar: 50 μm. (i–l) Magnifications of the zone are depicted with a square in the caudal section D. Co‐labeling of SLC1A2B and CX43 is observed in cells at the dorsal surface (Astro‐RG1). At the conjunction of the two hemispheres, detection of only CX43 mRNA expression is observed, identifying Astro‐RG2 as an astroglial‐like cell type spatially restricted to the ventro‐caudal conjunction of the two hemispheres. Scale bar: 50 μm.

To characterize the ependymal cells in the killifish telencephalon, HCR targeting EPD was performed (Figure 4a), revealing the expected and exclusive presence of EPD‐RG4 in the tela choroidea, the thin layer surrounding the ventricular space (Figure 4b–e). To spatially map NE‐RG3, we visualized the expression of ZIC2, which was highly expressed in NE‐RG3 and to a lesser extent in Astro‐RG2 and EPD‐RG4 (Figure 4a). Of note, co‐labeling of ZIC2 and CX43 (expected in Astro‐RG2) was not detected (data not shown), ensuring the visualization of NE‐RG3 only with this marker in the telencephalon. ZIC2 expression was abundant ventrally, at the conjunction of the hemispheres and the posterior pallium, corresponding with neurogenic regions I and III, respectively (Figure 4e–g). To characterize the progenitor profile of NE‐RG3, we assessed co‐labeling of ZIC2 with SOX2 and PCNA (Figure 4a,h–q). All ZIC2^+^ cells in neurogenic regions I and III were positive for SOX2, indicative of the progenitor capacity of NE‐RG3, which was not restricted to the ventricular surface but also extended into the parenchyma. On the contrary, only a fraction of ZIC2^+^ cells were positive for the proliferation marker PCNA. The dividing NE‐RG3 cells were restricted to the ventricular border of neurogenic regions I and III. We could not observe ZIC2^+^ cells at the dorsal surface (Figure 4f,g).

**FIGURE 4:**
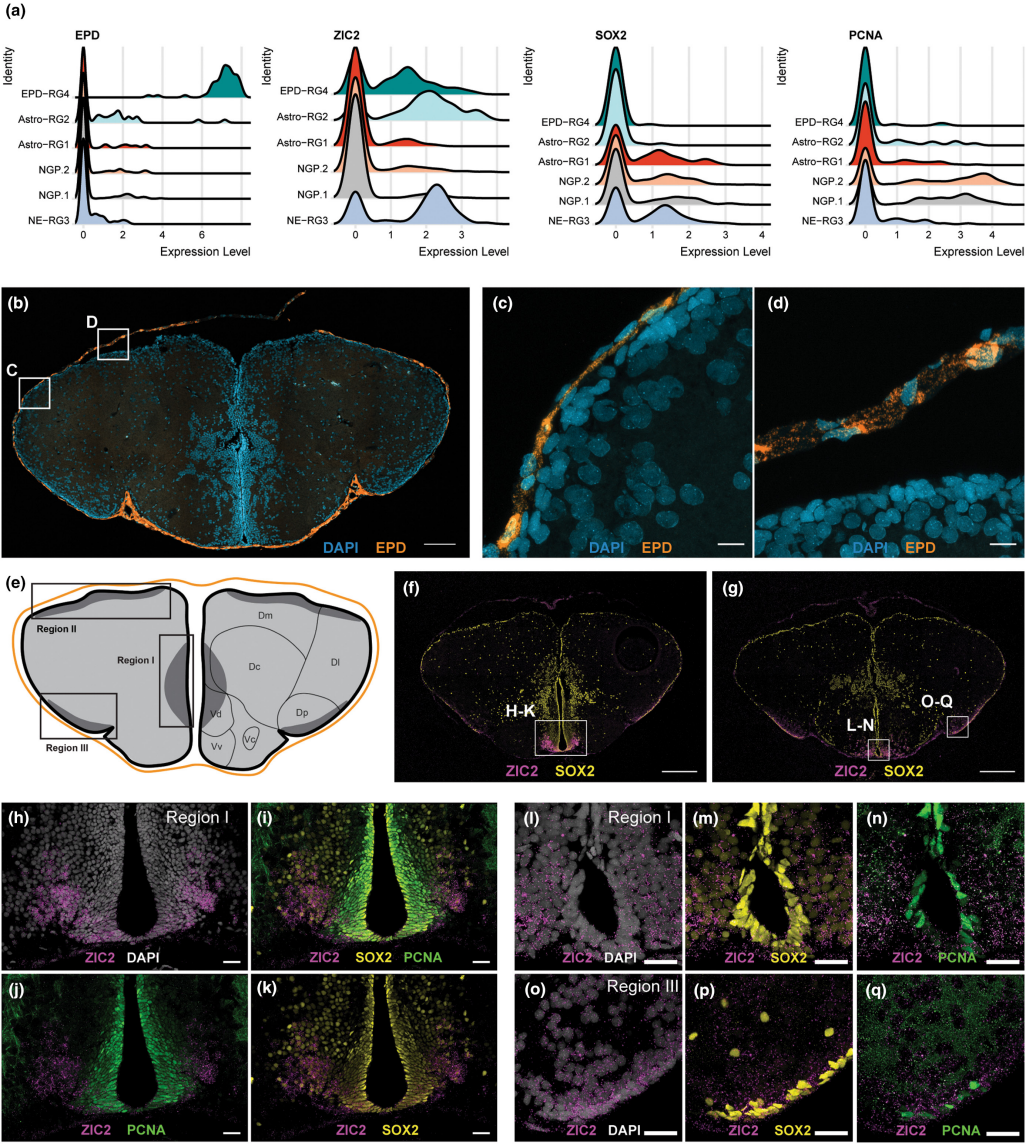
Ependymo‐glial cells (EPD‐RG4) in the tela choroidea. (a) The ridge plot shows the density of cells expressing the EPD‐RG4 marker EPD, the NE‐RG3 marker ZIC2, the progenitor marker SOX2 and the proliferation marker PCNA, in six main PC subtypes. (b) The coronal section of the telencephalon shows fluorescent in situ labeling of EPD (orange) in combination with a nuclear stain (DAPI, blue). The fluorescent signal can be observed surrounding the ventricular surface. Scale bar: 100 μm. (c, d) Magnification of zones depicted with squares in (b). Fluorescent labeling of EPD mRNA expression (orange) is clearly restricted to the tela choroidea. Scale bar: 10 μm. (e) Illustration of the tela choroidea (orange) surrounding the everted telencephalon as visible on a coronal brain section. The three neurogenic niches (I–III; dark grey) are indicated. Region I is located at the ventral conjunction of the hemispheres, regions II and III are located at the ventricular surface, at the medial to lateral and posterior zone of the dorsal pallium, respectively. The dorsal (D) and ventral (V) subdomains present in the telencephalon are annotated. (f, g) Coronal sections around the mid‐anterior–posterior level show fluorescent in situ labeling of ZIC2 (magenta) in combination with immuno‐histochemical staining for PCNA (green) and SOX2 (yellow). Scale bar: 200 μm. (h–q) Magnification of the boxed areas in f and g. Scale bar: 20 μm. Dc, central zone of D; Dl, lateral zone of D; Dm, medial zone of D; Dp, posterior zone of D; Vc, central nucleus of V; Vd, dorsal nucleus of V; Vv, ventral nucleus of V.

### 2.7 NGPs are found spread throughout the neurogenic niches

High expression of HMGB2A was found exclusively in the NGP.1/2 clusters, making it an excellent marker gene (Figure 5a). 

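HMGB2A was higher in both non-glial progenitor clusters, at 3724 and 3275 CPM in NGP.1-like and at 4490 and 7560 in NGP.2-like cells. The log2 fold changes against the mean of the other progenitors were 2.63 (SE 0.34, adjusted p = 7.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.53 (SE 0.34, adjusted p = 6e-08). In the other subtypes HMGB2A was present at a lower level, such as 600.3 in NE-RG3-like cells and 848.7 and 857.5 in the unnamed cluster of 217 cells (0.37, adjusted p = 0.81 from the same test). The call for NGP.1-like cells ended in 4 other clusterings: cell cycle lists held out (0.40), no integration (1.18), resolution 0.4 (1.29) and no upper gene limit (0.34).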

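STMN1A, which regulates microtubules in migrating and dividing cells, stood at 2186 and 1814 CPM in NGP.1-like cells and at 1321 and 1414 in NGP.2-like cells of the young telencephalon. Both were above the mean of the other progenitors, by 4.30 (SE 0.37, adjusted p = 3.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.74 (SE 0.39, adjusted p = 2.2e-07) on the log2 scale.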

STMN1A, known to have an important role in adult neurogenesis, more specifically in the transition from precursor to postmitotic neurons, was also highly expressed in NGP.1/2 (Figure 5a) (Boekhoorn et al., 2014). Visualization of HMGB2A and STMN1A expression together (referred to as “NGPmix”) revealed the presence of proliferating NGPs (PCNA^+^ and NGPmix^+^) in all known telencephalic neurogenic niches (Figure 5b,c–k) (Tozzini et al., 2012). A clear difference in the abundance of NGPs could be observed between the neurogenic niches, with the medial region I having a denser cluster of NGPs (Figure 5c–e). On the contrary, at the dorsal and lateral ventricular surface, in regions II and III, a more scattered pattern was detected (Figure 5f–k). In these zones, the NGPs were dispersed in between Astro‐RG1 (CX43^+^) cells, which were mostly nondividing (PCNA^−^) (Figure 5f–k). The actively proliferating NGPs thus appeared dispersed in between less or nondividing RG populations in neurogenic regions, as well as grouped into a hotspot of proliferation at the subpallial neurogenic niche (region I) of the teleost telencephalon.

**FIGURE 5:**
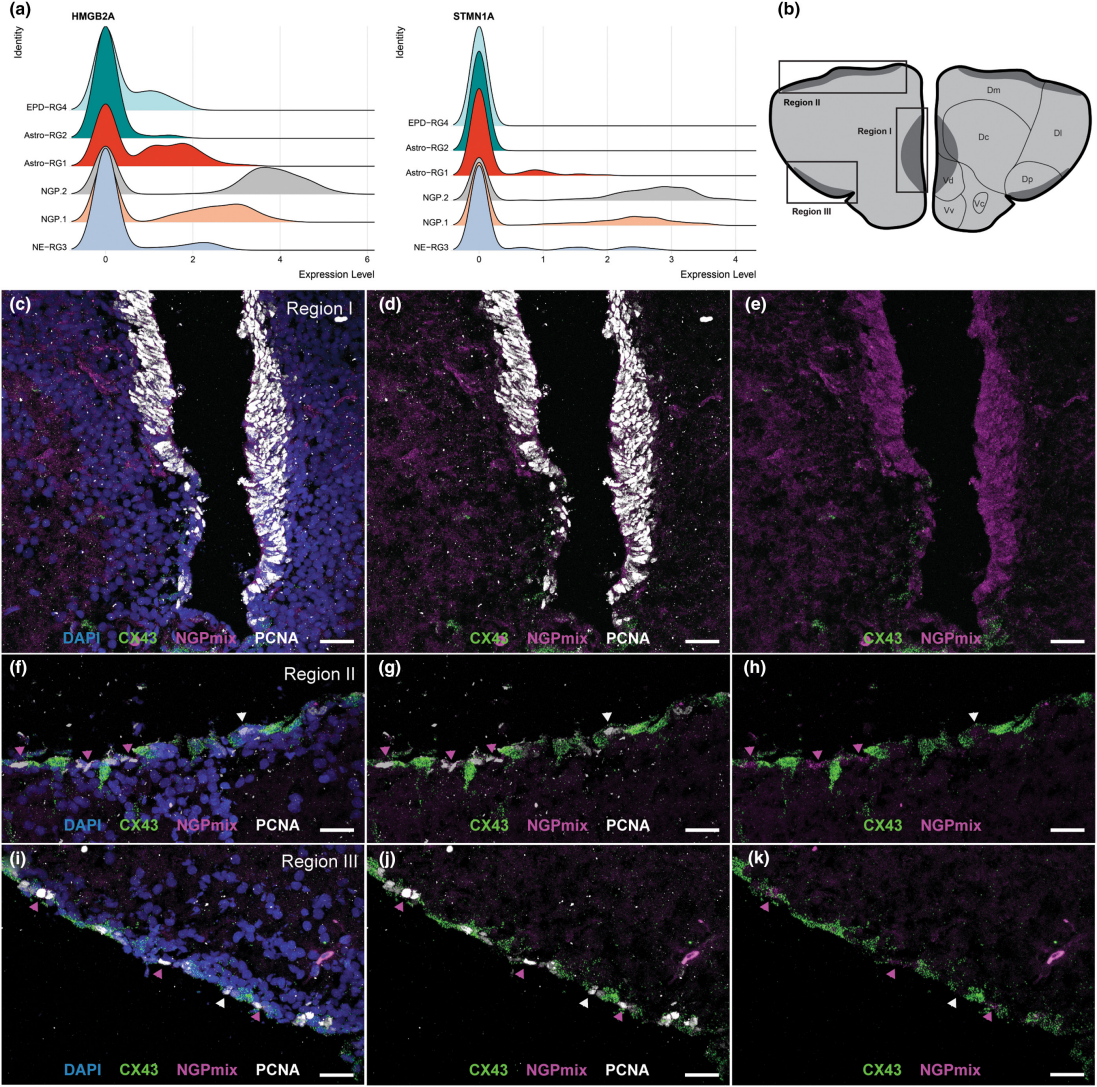
Complementary expression pattern of NGPs and NE‐RG3 present in the neurogenic niches. (a) Ridge plots show the density of cells expressing the deterministic markers for the NGPs: HMGB2A and STMN1A in six main progenitor cell types. (b) Schematic of the three neurogenic niches (I–III; dark grey) on a coronal section of the telencephalon. (c–k) Magnification of the three neurogenic regions from coronal sections labeled for CX43 (green), HMGB2A and STMN1A (= NGPmix, magenta), in combination with an immuno‐histochemical staining for PCNA (white) and a nuclear stain (DAPI, blue). In region I (c–e), a high abundance of highly proliferative NGPs (NGPmix^+^, PCNA^+^) can be observed, with a limited amount of CX43^+^ RGs at the ventral site of this zone. In region II (f–h) and region III (i–k), the NGPs are positioned in between Astro‐RG1 (CX43^+^) at the ventricular surface. Magenta arrowheads point to the NGPs (PCNA^+^, NGPmix^+^). White arrowheads point to a limited amount of PCNA^+^, NGPmix^−^, and CX43^−^ cells in between the NGPs and Astro‐RG1 (green), identified as a small subgroup of dividing RG3 (only PCNA^+^). Scale bar: 20 μm. Dc, central zone of D; Dl: lateral zone of D; Dm, medial zone of D; Dp, posterior zone of D; Vc, central nucleus of V; Vd, dorsal nucleus of V; Vv, ventral nucleus of V.

### 2.8 Aging changes cell type proportions and transcriptional signatures

We previously showed that aging dramatically hampers the capacity of the killifish telencephalon to regenerate neurons and repair after injury leading to a mammalian–like scar formation (Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021). To understand the impact of aging on telencephalon cell types, particularly on the radial glia and proliferative progenitor subtypes identified in the young telencephalon, we profiled the transcriptome of individual cells in the aged telencephalon, at 18 weeks post‐hatching, and compared it to our young adult dataset of 6‐week‐old telencephalon (Figure 6a).

**FIGURE 6:**
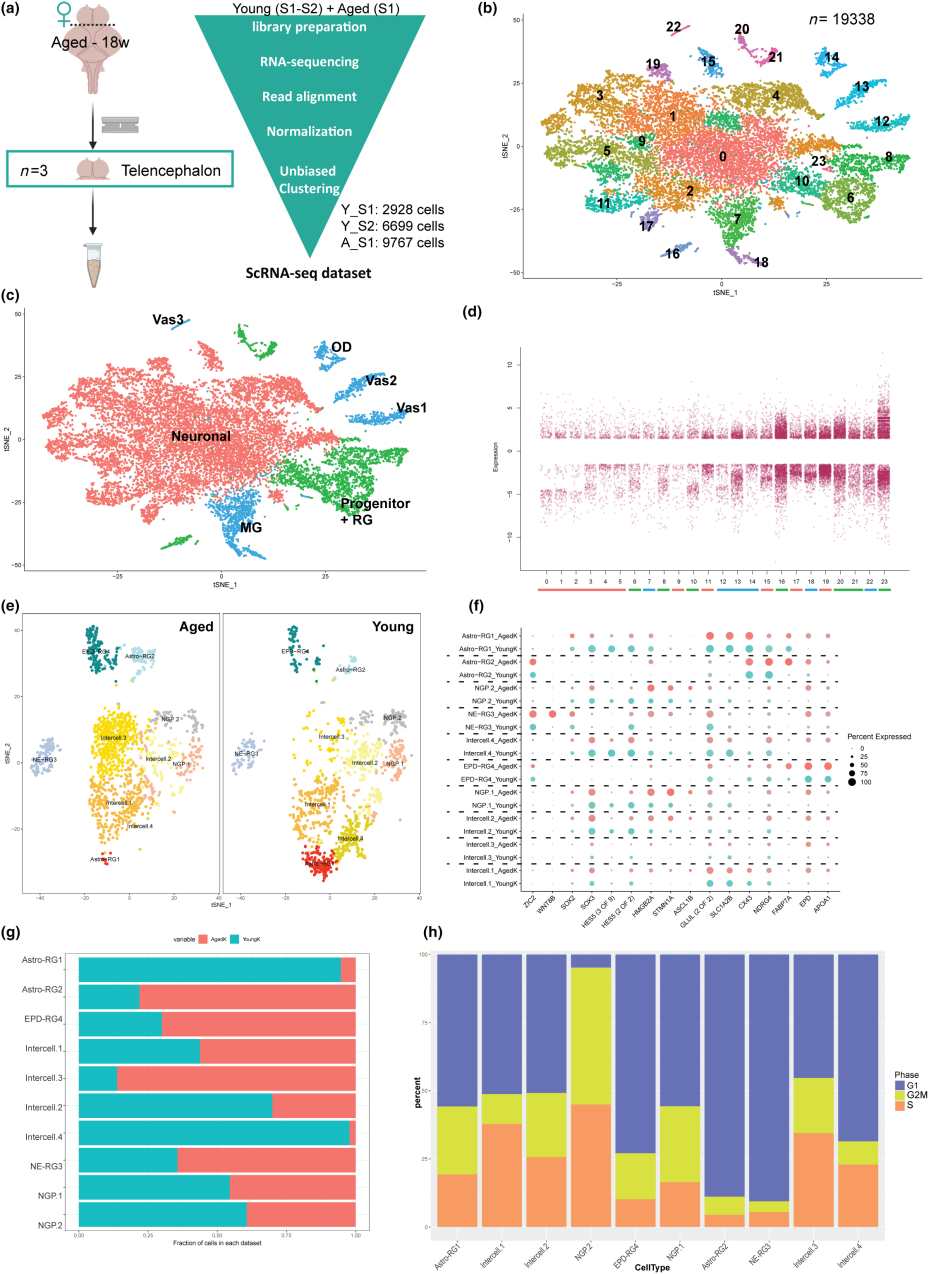
Impact of aging on telencephalic cell types. (a) Schema of single cell sequencing of young and aged telencephali. (b) TSNE Plot shows 23 identified cell clusters in merged young and aged dataset (Resolution 0.8). (c) TSNE plot shows the broad cell categories; color‐coded for Neuronal cells: pink, Progenitor cells: green, Other cells: blue. (d) Strip chart showing number of age‐dependent differentially expressed genes in the 23 individual cell types. Color coding below the x‐axis denotes the same cell types as in (c) (e) TSNE plot shows progenitor subtypes and their responses condition‐specifically. (f) Dot plot shows impact of aging on markers specific to progenitor subtypes. The size of the dot indicates the percentage of cells expressing the gene (0%–100%), the color indicates the expression level. (g) Altered progenitor subtype proportions upon aging. (h) Cell cycle phase proportion differences between aged progenitor subtypes indicating changes in their level of activity/quiescence.

After quality control, data filtration and batch corrections (see Section 4), we obtained 9767 high‐quality cells (Table S1). To identify age‐dependent changes, the “young” and “aged” datasets were merged to a total of 19,338 high‐quality cells, and further unbiased clustering revealed 24 clusters (0–23, Figure 6b, Figure S3b–h). Using Seurat integration and label transfer methods, we found molecular anchors common between the two datasets. These represent pairwise correspondences between individual cells (one in each dataset), that we hypothesize originate from the same biological state. Further using distinct markers for 24 clusters in the merged dataset and specific markers for all cell types (Figure 1c), we could annotate all cells including similar non‐neural clusters, like microglia and oligodendrocytes, next to RG, progenitor, and neuronal clusters (Figure 6c, Table S5).

As expected, all clusters contained cells of young and old telencephalon, showing that none of the cell types was age‐specifically gained or lost (Figure S3a,b). Their transcriptomic profiles were also compared using discriminating markers for all cell types (Figure S4a). However, we noticed a major difference in clusters 0 (neuronal) and 7 and 18 (microglia), across the conditions, marked by a conspicuous rise in number of cells upon aging (Figure S3b). To understand the molecular impact of aging on the cell types, we performed pseudo‐bulk differential gene expression per cell cluster and condition (Figure 6d, Table S6). This analysis revealed that aging does not lead to many changes in gene expression in neuronal clusters, but progenitor clusters and other non‐neuronal cells appear more affected upon aging (Figure 6d). To elaborate on this finding and in line with our previous observations in young telencephalon, we focused our analysis on the progenitors.

To discover how aging affects the progenitor clusters (radial glia and proliferating cell types), we subclustered these cells (Figure 6e, Figure S4b). There were dramatic differences in the proportion of “young” versus “old” cells in specific clusters, while other clusters were much less affected (Figure 6f). In particular, Intercell.4 cluster as well as Astro‐RG1 contained proportionally much less “aged” cells, while Intercell.3, Astro‐RG2 and EPD‐RG4 had relatively more “aged” cells. Loss of the less mature Intercell.4 and gain of the mature Astro‐RG2 and EPD‐RG4 was expected to occur in the adult brain from our lineage prediction. The gain in Intercell.3 at the expense of Astro‐RG1 might point toward a shift in cell state, as the Intercell clusters represent transitional cell states. Compared to Astro‐RG1, Intercell.3 had downregulated expression of typical astroglia markers GLUL, SLC1A2B, and CX43 (Figure 6f). Comparing marker gene expression for progenitor clusters revealed almost no changes upon aging, which was expected, but we did observe a clear and specific increase in WNT8B expression in NE‐RG3 in the aged condition (Figure 6f, Table S7). Another aspect of progenitor aging we investigated was the impact on proliferation signature, as measured by expression of cell cycle‐related genes. Intriguingly, we found that NGP.1 became much less proliferative, with a larger proportion of cells with G2/M markers (Figure 6h). The latter seemed to be an overall trend appearing in many aged progenitor clusters. Another remarkable observation is the increased S‐phase markers in the intercell.1–3 clusters, suggesting these cell states might try to compensate for the loss of the proliferative capacity of the NGP, with relatively more cells in the S and G2/M phase compared to the young brain.

Besides changing proportions in cell states and types, we wondered whether cells within a cluster undergo transcriptional changes upon aging. Indeed, aging might not affect the cell type markers itself, but other gene programs underlying the cell type transcriptome. We assessed the overall impact of aging using a pseudo‐bulk approach and a differential expression analysis, for which we pooled the NGP populations to increase the power of the analysis. We compared the overall alterations induced due to aging by pseudo bulking young versus aging samples and this confirmed a clear inflammatory picture with genes such as APOEB, B2M, CCL5, CD68, etc. upregulated irrespective of cell types (Figure S4a,c, Table S8). We further performed KEGG pathway analysis of up‐ and down‐regulated genes per cell type (Figures S5–S7). For many clusters, we found similar pathways that were up‐or down‐regulated, such as oxidative phosphorylation, cellular senescence, P53 signaling, and pathways related to infection/inflammation which are known age‐dependent changes. We also observed downregulation of ribosomal genes in neuroepithelial, non‐glial, and ependymal subtypes as well as intercell states. In several cases we found the same pathways affected in both directions, suggesting deregulation of different genes in the same pathway. In addition, we found pathways that changed in a very cell‐type specific manner (Table S9). Intercell.3, the cluster that becomes more prominent upon aging, had a clear signature of genomic reorganization. The highest number of enriched pathways was discovered to be downregulated in aged NE‐RG3 and NGP. In the case of NGP, *MAPK pathway*, *Cell cycle*, *FoxO*, and *Notch signaling* were downregulated, in line with the reduced neurogenic potential of aged NGP cells (Table S10a). Notably, the pathways downregulated in the NE‐RG3 were *mTOR*, *NOD‐like receptor*, *tight and adherens junction*, and *Wnt signaling* (Table S10b). In NE‐RG3, we also noticed a bulk of important pathways upregulated (*Wnt signaling*, *senescence*, *phagosome*, *and NOD‐like receptor*) confirming that major changes occur in the cell type upon aging (Figure S5b,d).

Taken together, our data show that aging induces profound inflammation‐related transcriptional changes, but also cell‐type specific changes that fit with the observed decline in neurogenic activity from the progenitors, as well as novel pathways that are affected in a cell‐type and age‐dependent manner.

## 3 DISCUSSION

The short‐lived turquoise killifish *N. furzeri* has become a validated model for age‐related disease research over the last years (de Bakker & Valenzano, 2023; Ruparelia et al., 2024; Van houcke, Mariën, Zandecki, Seuntjens et al., 2021; Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021). Our previous research has shown that unlike other teleosts, the aged killifish telencephalon is not capable of seamless neuronal repair, similar to mammalian brain (Van houcke, Marië, Zandecki, Vanhunsel et al., 2021). To better understand the cellular basis of age‐related cognitive decline, profound knowledge of the cell types present in the brain is imperative. Here, we performed single‐cell RNA sequencing of female young and aged telencephalon of the GRZ strain, which is the shortest‐lived laboratory killifish strain. We discovered diversity in neuronal and non‐neuronal cell types, the variety of progenitor cell types driving neuro‐and gliogenesis and the impact of aging on the proportion and transcriptional signature of these cells. Our extensive dataset will be a valuable tool to further mine the cellular impact of aging on the whole telencephalon.

The adult killifish telencephalon cell types resemble cell types found in other vertebrate telencephalon single‐cell studies. We annotated common vertebrate cell types such as neurons, radial glia, oligodendrocytes, microglia, and vasculature‐associated cells. We also found excitatory and inhibitory neuronal lineages, as noticed in other vertebrates and teleostean models. In our study, we noticed a differential expression of *EOMESA* in distinct excitatory lineages reflecting on regional subtypes. There is similar evidence in zebrafish telencephalic niches, wherein *EOMESA* expression is stronger in the lateral than medial pallium (Ganz et al., 2015). We probed the diversity of neuron subtypes within the telencephalon using a subclustering approach and indeed found diverse sets of excitatory and inhibitory (inter)neuron cell profiles, revealing that our dataset lays the foundation for exciting future studies exploring the neural diversity in this teleost model.

As a teleost, the killifish has an everted telencephalon, with progenitor cells in neurogenic niches located at the ventricular surface. These niches were populated by a mixture of quiescent Astro‐RG and highly proliferative NGP cells, a stem cell type found to be present already in the 2‐week‐old killifish telencephalon (Coolen et al., 2020). We found two subtypes of Astro‐RG located in distinct regions of the telencephalon; Astro‐RG1 seems to be the predominant type that is spread over the dorsal pallium surface, while Astro‐RG2 is confined to the subpallial medial neurogenic niche. A similar subdivision in radial glia subtypes has been described (Adolf et al., 2006; Grandel et al., 2006), and because of their position in the medial subpallium, Astro‐RG2 might be quiescent progenitors linked to neurogenesis of olfactory lobe neurons. Other (single‐cell) profiling of zebrafish radial glia has been performed on sorted Her4.1^+^ progenitors, but killifish Astro‐RG2 do not express HES5, the Her4 orthologue, and so the extent of astroglia diversity might have been overlooked in these studies (Cosacak et al., 2019; Lange et al., 2020).

The ZIC2^+^ NE‐RG3 population was spatially overlapping with a described group of neuroepithelial cells at the edge of the lateral pallium in zebrafish, suggested as the source of radial glia cells in adult life (Labusch et al., 2020). Other studies in zebrafish have revealed that the marker ZIC2a along with SIX3 is known to negatively regulate Hedgehog‐dependent transcription in the developing forebrain (Sanek et al., 2009). The killifish NE‐RG3 cells seemed primarily quiescent, and our trajectory analysis indicated a role for these cells as a source to give the brain the possibility to respond swiftly to injury or disease, besides supporting explosive brain growth in early postnatal life (Coolen et al., 2020).

As found in the larval and adult telencephalon, NGPs comprise the most actively proliferating cell group in both pallium and subpallium. Sub‐clustering indicated two prevalent cell states NGP.1 and NGP.2 linked to different phases in the cell cycle (S and G2/M, respectively) rather than different spatial organization. We hypothesize that cycling NGPs might swap groups depending on their cell cycle phase. The decision of cells to become glial or neuronal cells is potentially made within these fast‐proliferating NGPs as they are the common progenitor to both glial cell types and neurons. In the developing killifish telencephalon, we recently indeed found evidence for a subtype of NGPs that seems to be committed to the (glutamatergic) neuronal lineage (Zandecki et al., 2024). Since RGs do not seem to support neurogenesis as much as NGPs in the killifish telencephalon (Coolen et al., 2020; Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021), they are primarily contributing to glial functions, including astrocytic and ependymal roles. In the zebrafish brain, diverse motile ciliated and non‐ciliated cell types within ependymal lineages have been discovered. We found EPD‐RG4 cells that are devoid of typical ciliary component‐associated genes, hence further analyses are needed to explore the inherent diversity within the killifish ependyma (Jurisch‐Yaksi et al., 2020).

Aging had an undeniable impact on cell transcriptomes. Some of our findings corroborate what has been found in the mouse telencephalon upon aging: it has an aggregated impact on the transcriptome, with signs of increased inflammatory responses, but also particular cell type‐specific aging signatures (Ximerakis et al., 2019). As the killifish telencephalon is much less adept to repair when aged (Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021), we sought to retrieve molecular signatures of progenitor‐related aging. Upon aging, the loss of Astro‐RG1 cell numbers was accompanied by an increase in the intermediate states (Intercell.1, 3) and an overall increase in the number of cells with a G2/M profile. As the number of mitotic cells drastically reduces upon aging in the killifish telencephalon (Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021), this suggests a profile of replicatively senescent cells that are arrested in G1/G2 without being able to progress to cell division (Mao et al., 2012). Quiescence linked to G2 has been observed in Drosophila, where larval neuroblasts can be rapidly induced to divide by insulin signaling (Otsuki & Brand, 2018). G2‐arrested progenitors have not yet been observed in vertebrates, and more validation is needed to prove their appearance upon aging.

Aging impacted the gene expression profiles to a different extent in specific cell types. NE‐RG3 can be categorized as the most perturbed cell type as it contained the highest number of differentially expressed genes. In line with the reduced proliferative and neurogenic capacity of aged NGPs, we found “cell cycle” and “Notch signaling” to be linked to a downregulated gene list. The increase of genome organization‐related processes in aged Intercell.3 cells is reminiscent of the massive change in chromatin organization that accompanies senescence (Shaban & Gasser, 2023). We thus hypothesize that upon aging, Astro‐RG1 do not disappear but downregulate marker expression, transform to an “intercell‐type” profile and become senescent. In a previous study, we indeed showed increased senescence‐associated B galactosidase labeling of aged ventricular progenitors, including some with RG morphology, confirming a senescent cell state (Van houcke et al., 2023). Another interesting observation is around ribosomal transcript changes in cell types. In aging mice, an upregulation of ribosomal genes in neurons, but downregulation in progenitors has been observed (Frenk & Houseley, 2018). Our data corroborate this finding with several progenitor cell types showing downregulation of ribosomal genes.

Important and evolutionarily conserved metabolic pathways such as mTOR and Wnt in NE‐RG3 and MAPK, FOXO, and Notch in NGP were found to be dysregulated (Figure S5c,d). FOXO, WNT, and mTOR are involved in nutrient sensing, which link nutrient availability with other cell functions that play important roles in the maintenance of stem cell quiescence during aging (Yun, 2015). Our bulk proteomics study of the aging killifish telencephalon also showed comparable changes in mTOR, Wnt, and MAPK pathways which is directly linked to cellular senescence and apoptosis (Van houcke et al., 2023). Characterizing molecular targets and/or inhibiting these pathways will be vital in developing future therapeutic strategies to reinstate neuroregeneration in the brain of aged killifish. Having a clear view of cell type diversity, relationships and spatial organization is an important first step in understanding the age‐dependence of the neurogenic potential of this emerging animal model. We note that despite the discovery of the major populations of cells in the adult telencephalon, there is certainly additional diversity to be explored in future studies. With this study, we set the stage for future work to address how age‐related injuries and diseases influence neurogenic and gliogenic landscapes.

## 4 METHODS

### 4.1 Fish strains

Given the sex‐dependent variation in aging rates, all experiments were performed exclusively on adult female 6‐week‐ and 18‐week‐old African turquoise killifish (*N. furzeri*), from the inbred GRZ‐AD strain. One male was housed with three females in 3.5 L tanks, containing a nontransparent T‐tube for hiding, in a multilinking Tecniplast ZebTec aquarium system under standardized conditions; temperature 28°C, pH 7, conductivity 600 μs, 12 h/12 h light/dark cycle. From hatching, the fish are fed twice a day with Artemia salina (Ocean Nutrition), 2 weeks after hatching, mosquito larvae (*Chironomidae*) are added to their diet. From 5 weeks onwards, the fish are only fed with mosquito larvae. All experiments were approved by the KU Leuven ethical committee in accordance with the European Communities Council Directive of 20 October 2010 (2010/63/EU).

### 4.2 Tissue collection and processing for spatial analysis of gene expression

Fish were euthanized in 0.1% buffered tricaine (MS‐222, Sigma Aldrich) and perfused with phosphate‐buffered saline (PBS) and 4% paraformaldehyde (PFA, 8.18715, Sigma‐Aldrich, in PBS) (Mariën et al., 2022; Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021). Brains were carefully dissected and fixed overnight at 4°C in 4% PFA. Brains were washed three times in PBS and transferred overnight to 30% sucrose in PBS at 4°C. Next, brains were embedded in 30% sucrose, 1.25% agarose in PBS. Using a CM3050s cryostat (Leica), 10 μm‐thick coronal sections were cut and collected on SuperFrost Plus Adhesion slides (10149870, Thermo Fisher Scientific). The cryostat temperature was set to −28°C for the chamber and −26°C for the object. Sections were stored at −20°C until the start of the HCR.

### 4.3 Hybridization chain reaction

The probe pair pools targeting CX43, SLC1A2, EPD, ZIC2, STMN1A, and HMGB2A (Table S11) were generated and validated as described in detail before (Elagoz et al., 2022; Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021). The selected probe pairs were ordered via Integrated DNA Technologies, Inc (IDT). The HCR protocol (HCR v3.0 (Choi et al., 2018)) is based on the protocol of Choi et al. (2018), adapted for cryosections as described in Van houcke, Mariën, Zandecki, Vanhunsel et al. (2021). In case HCR was combined with immunohistochemistry (IHC), the Proteinase K permeabilization step was removed and the rehydration steps were as follows: the sections were washed in PBS‐DEPC three times and once in 0.3% Triton‐X‐100 in PBS. Later, they were washed again in PBS, followed by a washing step in 5× SSCT (0.1% Tween‐20 in saline‐sodium citrate buffer (SSC)). After the hybridization and amplification steps, the slides were washed three times in 5× SSCT before proceeding with the IHC protocol.

### 4.4 Immunostaining after hybridization chain reaction

After HCR, the sections were washed in PBST (0.1% Tween‐20 in PBS) before blocking with 20% normal goat serum (S26, Sigma‐Aldrich) or normal donkey serum (D9663, Sigma‐Aldrich), depending on the secondary antibody, in Tris‐NaCl blocking buffer (TNB) for 2 h at room temperature (RT). After blocking, the sections were incubated with the primary antibody diluted in Pierce Immunostain Enhancer (Thermo Fisher Scientific) (Table S12). After an incubation of 24 h, the sections were washed with PBST and incubated with the secondary antibody in TNB for 2 h. Finally, the sections were rinsed with PBS followed by nuclear staining with 4′,6‐diamidino‐2‐fenylindool (DAPI, 1:1000 in PBS, Thermo Fisher Scientific) for 30 min. Afterward, the sections were mounted with Mowiol (Sigma‐Aldrich).

### 4.5 Imaging

Microscopic images for Figure 3 were acquired and processed using a Leica DM6 upright microscope (20×) and LAS X software (Leica Microsystems). Channels were intensified and merged using Fiji (Schindelin et al., 2012). Overview (20×) and high magnification (63×) images for Figure 4 were obtained using confocal microscopy (LSM 900 with Airyscan 2, ZEISS). Basic processing (orthogonal projections and intensity adjustment) was performed using ZEN software (ZEISS ZEN lite 3.7) To obtain the high magnification (63×) images for Figure 5, confocal microscopy was used (Fluoview FV1000, Olympus). The images were further processed (orthogonal projections and intensity adjustment) with Fiji (Schindelin et al., 2012).

### 4.6 Single‐cell suspension

Fish were euthanized in 0.1% buffered tricaine (MS‐222, Sigma Aldrich). The blood was removed by intracardiac perfusion with cold, sterilized PBS (Mariën, et al., 2022; Van houcke, Mariën, Zandecki, Vanhunsel et al., 2021). Next, telencephali were extracted and immediately placed into cold DMEM/F12 (Life Tech, Invitrogen). Telencephali were transferred into sterilized, freshly prepared papain solution (250 μL papain (P3125, Sigma Aldrich), 100 μL 1% DNase I (DN25, Sigma Aldrich®), 200 μL L‐Cysteine (12 mg/ mL, Sigma Aldrich), in 5 mL DMEM/F12 (Life Tech, Invitrogen)) and digested for 10 min at 37°C. Hereafter, telencephali were dissociated by gently triturating with a cut pipet tip and placed back for 10 min at 37°C. This procedure was repeated until the brain tissue was completely dissociated into single cells. The suspension was then put through a polypropylene strainer (35 μm, Falcon) and 2 mL of ice‐cold, sterilized, freshly prepared washing solution 650 μL D‐(+)‐glucose 45% (G8769, Sigma Aldrich®), 500 μL HEPES (1 M, Thermo Fisher), 5 mL FBS (Life Tech, Invitrogen) in 1X DPBS (Life Tech, Invitrogen) was added. Cells were centrifuged for 10 min at 500*g* at 4°C and the supernatant was discarded. Next, debris was removed via the debris removal solution protocol (130‐109‐398, Miltenyi Biotec) to ensure high viability of the suspension. Finally, cells were resuspended in cold sterilized 0.04% BSA in PBS. For each sample, three telencephali were pooled. Cell viability was measured at the KU Leuven Genomic Core. A viability of 97.4% was retained after the whole procedure. A detailed description of the single‐cell suspension protocol is described here (Mariën, Arckens et al., 2024). Young female sample S1 and old female sample S1 (Figures 1a and 6a) have been run in parallel from sample preparation to data acquisition. To compensate for the lower number of cells in the young sample post scRNA sequencing, most probably related to the smaller size of young animals/brains, we supplemented this sample with an extra sequenced replicate (young sample S2).

### 4.7 Telencephalon SMRT‐sequencing

The Iso‐Seq method produces full‐length transcripts using Single Molecule, Real‐Time (SMRT) Sequencing, thus attaining high accuracy with better genome coverage (Eid et al., 2009; Wang et al., 2016). We pooled 2–3 telencephali (6‐week‐old) and extracted whole RNA using the RNAEasy Micro kit (Qiagen), with blood. Final RNA quality and integrity were assayed using the DNA 12000 kit on Bioanalyzer (Agilent). Further, this was subjected to PACBIO SMRT Sequencing as recommended in Pacbio protocol for Sequel systems. The SMRT sequencing was performed on the PacBio Sequel at the Genomics Core at KU Leuven (Belgium) using the Clontech SMARTer PCR cDNA Synthesis Kit (recommended by Pacbio). Multiple parallel PCR reactions were set after the first strand synthesis employing the PrimeSTAR GXL DNA Polymerase kit. Next, cDNA of a specific length was selected by splitting these PCR reaction products into two fractions, purifying one with 1X AMPure PB Beads and the second with 0.4X AMPure PB Beads, and subsequently mixing both purified products in an equimolar fashion. These libraries were constructed using the SMRTbell template prep kit 1.0. They were sequenced employing Sequel Sequencing, and Binding kits 3.0 on a Sequel I platform with SMRTCells V3.0 LR, allowing a movie collection time of 20 h. The mRNAs were selected by poly‐A tails, without 5'cap selection, which was taken into account in the subsequent analysis. The reference genome, gene annotation, and GO terms were downloaded from the *N. furzeri* Information Network Genome Browser (NFINgb). We further used the recommended Pacbio ISOSEQ pipeline to analyze the sequencing data with in‐house modifications. We further used the GFFCompare tool to create an updated killifish‐specific annotation file by merging the *N. furzeri* reference and Iso‐Seq derived full length transcriptome from 6‐week‐old telencephalon and its specific annotations (Ayana et al., 2024). This helped us improve our final genomic annotation file and ensured higher mapping accuracy and coverage for performing Seurat‐based single‐cell sequencing analyses.

### 4.8 Telencephalon 10X genomics sequencing

10X Genomics is known to outperform other droplet‐based sequencing methods in terms of bead quality and barcode detection efficiency. To prepare the samples for single‐cell sequencing using 10X genomics, all cells isolated from three female killifish telencephali were pooled per sample (6‐week‐old, two samples, 18‐week‐old, one sample; Figures 1a and 6a). Subsequently, the single‐cell suspension was carefully mixed with a reverse transcription mix before loading the cells on the 10X Genomics Chromium system. Library preparation was done using 10X Genomics droplet‐based sequencing with the 10X Chromium Single Cell 3′ (v3 Chemistry) reagents kit. The cells were lysed within the droplet and they released polyadenylated RNA bound to the barcoded bead, which was encapsulated with the cell. Following the guidelines of the 10X Genomics user manual, the droplets were directly subjected to reverse transcription, the emulsion was broken, and cDNA was purified using Silane beads. After the amplification of cDNA with 10 cycles, purification and quantification was performed. The 10X Genomics single‐cell RNA‐sequencing library preparation involving fragmentation, dA‐tailing, adapter ligation, and 12‐cycle indexing PCR was performed. After quantification, the libraries were sequenced on an Illumina NovaSeq machine using a HighOutput flowcell in paired‐end mode (R1: 26 bp; I7: 8 bp; R2: 50 bp), thus generating 100 million fragments.

### 4.9 Quality check of single‐cell sequencing data

Quality testing of the sparse data matrix (containing genes and cell type sequences) yielded 9627 cells. (Table S1). Sequencing metrics showed the presence of 25,800 mean reads per cell with an average gene per cell ratio and absolute transcript or unique molecular identifier (UMI) per cell ratio of 828 and 1687, respectively (Table S1). Overall, the cells utilized were sequenced at a depth to obtain optimum coverage of the *N. furzeri* genome (87%). The sequenced reads also confidently mapped to 69% of the killifish transcriptome. On average we detected 17,713 unique genes in both samples (9616 cells). Overall, we could capture high‐quality reads (~97.2% valid cell barcodes) and attain average 57.5% sequencing saturation (Table S1). In case of aged data, after QC, and data filtration 9767 cells were obtained. Further details of ISOSEQ transcriptome mapping for aged data is available (Table S1).

### 4.10 Single‐cell sequencing data analysis

Raw data were processed with the Cell Ranger 3.0 software. First, we built the reference for CellRanger using the “mkgtf” command (default parameters). The killifish genome (GRZ Assembly, 05/2015 (Valenzano et al., 2015)) as well as the latest NCBI gene annotation (NFINgb), in conjugation with the in‐house sequenced killifish ISOSEQ annotation files were used to specify the reference in the “mkgtf” command. Specifically, the two GTF files from PACBIO long‐reads specific to telencephalon and the NFIN database reference transcripts were merged using the GffCompare tool. This was followed by the “count” command as part of CellRanger, the option of “– expect‐cells” was set to 2500 (all other default options). The results included the feature barcode matrices usable for downstream analysis in R.

### 4.11 Data analysis with Seurat

All matrices from CellRanger 3.0 were read by the Read10X function using Seurat 4.9 package (Hao et al., 2024; Stuart et al., 2019). Initially, the two samples were processed separately before integration. Initial quality check included removal of ribosomal genes (RPS/L genes) and filtration/removal of cells using the following criteria: (a) cells having >5% mitochondrial content, (b) cells <500 and >2500 unique genes. We further removed genes/features detected in at least two cells (min.cells parameter) and filtered the top 2000 highly variable genes for further analysis. The remaining variable cells and genes were used for downstream analysis. Further, we scaled, normalized, and checked the variability of the data using the single SCTranform function. Initially, two Seurat SCTransformed objects, adult killifish and zebrafish scSequencing data as a reference (Cosacak et al., 2019) were used to generate a combined object with IntegrateData function for marker gene identification studies. Post optimization, we only used two killifish samples as one integrated object (objects) using FindAnchors and IntegrateData functions and further performed progenitor‐based sub‐clustering. We performed unbiased clustering on the top 30 Principal components which has been represented in the form of dimensionality reductive T‐distributed Stochastic Neighbor Embedding (TSNE) at optimized perplexity = n/100^73^, and Uniform Manifold Approximation and Projection (UMAP) algorithms. Progenitor sub‐clustering was performed by sub‐setting pertinent clusters from “all cells” object and rerunning the Seurat analysis. Similar downstream analyses were performed for the sub‐setted progenitor dataset; optimized resolution = 0.4, 20 PCs.

### 4.12 Cell type identification

Cell type identification‐related plots (Feature plots and dot plots) were generated by Seurat 4.9, and cell types were determined by the expression of tested marker genes in the laboratory that define specific cell types and known expression in related species, zebrafish, and humans. We also removed a population of cells occurring due to possible contamination (van den Brink et al., 2017). The marker genes for all resultant cell populations (All cells, PCs, and NCs) were calculated by using FindAllMarkers and FindMarkers function with options min.pct = 0.25, thresh. use = 0.25 and test.use = MAST (Mast V1.24). Using the FindMarkers and FindAllMarkers function, we ascertained the ranking of all differentially expressed marker genes (threshold: PCT ≥0.25) per cell cluster, with associated significance value (corrected *p*‐value ≤0.05). The same parameters were applied for the sub‐clustering analyses.

### 4.13 Lineage inference analysis with Slingshot

To elucidate the cell lineage on pseudotime, we made a subset of clustered PC cells (n_cells = 1303), and further converted that Seurat object to a Slingshot object via Slingshot 2.6 (Street et al., 2018). Primarily, this is done based on the differential gene expression between cell types by constructing a minimum spanning tree (MST) on cells in a reduced‐dimensionality space created by independent component analysis (ICA), and orders cells via a PQ tree along the longest path through this tree. The subset of all cells included NGP.1/2, Astro‐RG1/2, NE‐RG3, and EPD‐RG4 in case of PCs. The “start. cluster” was set to “NE‐RG3” and multiple lineages in “curves” mode were analyzed. The estimated size factor was set to 0.6 as the data were already normalized by Seurat. The cells were colored according to the colors on the Seurat TSNE plots. We further performed NB‐GAM (negative binomial generalized additive model (NB‐GAM)) analysis using tradeSeq 1.2, an R package that allows analysis of gene expression along trajectories. We used the patternTest function, which implements a statistical method to check whether the smoothed gene expression is equal along pseudotime between two or multiple lineages. We also checked for early drivers of differentiation using the specifying the knots or branch points of interest, and logging in the gene‐specific count information using the plotGeneCount and plotSmoothers function.

### 4.14 Aging data integration

The aged killifish sample was preprocessed and filtered similarly to young samples. Using SCTransform, we scaled and normalized the object before integrating it into the young dataset. Further, via Seurat's internal integration method (CCA) we searched for integration anchors across the samples, ensuring accurate label transferring. Using IntegrateData function, we performed a batch‐corrected integration between samples and this object was further used for all integrated analyses. Using PCA, we found the optimized number of PCs for further dimensionality reduction testing. We performed unbiased clustering on the top 40 Principal components which has been represented in the form of dimensionality reductive T‐distributed Stochastic Neighbor Embedding (TSNE) at optimized perplexity depending on the number of cells. The optimized resolution was 0.8. We further used the RNA assay to perform normalization for finding conserved cell‐type specific markers using FindAllMarkers (test.use = MAST 1.2, only.pos = F, min.pct = 0.25).

We further took a pseudo‐bulking approach and aggregated expression between conditions (young vs. aged) to analyze overall impact due to aging (Wilcox statistical test); log_2_FC <>1.2. We also performed pseudo‐bulking across identified cell types and divided all cell types as per condition (celltypeX_young vs. celltypeX_aged) to perform differential expression analyses (Wilcox statistical test; log_2_FC > ±1.2). The resultant gene lists for each cell type were used for KEGG pathway analyses using ShinyGO 0.77 (Ge et al., 2020) (Figures S5–S7).

### 4.15 Cell cycle scoring for cell types

To examine the cell cycle variations in differentiating Progenitor subtypes, we assigned a score using S and G2M phase genes present in each cell. This was done using the CellCycleScoring function in Seurat 4.9 and the cells with low S and G2M scores were assigned a G1 score. This way, we could ascertain the changes in cell types and/or states within the whole cell population (only young PCs) and upon aging (only aged PCs).

## AUTHOR CONTRIBUTIONS

R.A. was involved in conceptualization, experimental design, bioinformatics analysis, application development, data visualization, writing: draft, review and editing. C.Z. was involved in experimental design, HCR experiments and analysis, data visualization, writing: draft, review and editing. J.V.H. and V.M. were involved in single‐cell suspension preparation, writing: review and editing. L.A and E.S. were involved in study supervision, conceptualization, experimental design, writing: review and editing. All authors approved the submission.

## FUNDING INFORMATION

This work was supported by the Fonds voor Wetenschappelijk Onderzoek (FWO Vlaanderen): research grant numbers: G0C2618N, G0C9922N; research infrastructure (former Hercules) funding: I013018N; and personal fellowships to JVH (FWO‐1S00318N; KU L‐VTI‐23‐00197); KU Leuven equipment and research grants (KA/16/020; KA/20/013; C3/21/012).

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Figures S1–S7.

Tables S1–S12.

## Data Availability

All 10X sequencing data have been deposited in GEO (http://www.ncbi.nlm.nih.gov/geo/) under BioProject ID PRJNA718608 under sample IDs: young (SRR14110665, SRR24058857) and aged (SRR27989201). All code generated has been deposited on our Github page (https://github.com/ayanarajagopal/YA‐Killifish_scSeq).

# Supplementary material for: Single‐cell sequencing unveils the impact of aging on the progenitor cell diversity in the telencephalon of the female killifish N. furzeri
**Source:** Aging Cell. 2024 Jul 1;23(10):e14251. doi: 10.1111/acel.14251
**Supplement:** Supplementary file 1 — Figures S1–S7.

Supplementary Figure 1. Quality metrics of initial clustering. (a) Sample-wise overlap of main cell clusters identified in 1D. (b) TSNE plot shows 23 cell types and their clustering between samples. (c) Heatmap of the top 10 markers (ordered by p-value) for the main cell clusters described in 1b. (d) Stacked violin plot for number of genes per cell (nGene) and number of reads per cell (nUMI) per cell type. (e) Violin plots for the number of genes per cell (nGene), number of reads per cell (nUMI), mitochondrial gene percentages (percent.mt) and ribosomal gene percentages (percent.ribo) per cell. (f) Elbow plot shows the most variable principal components among all cells. (g) Scatter plot showing no. of genes/transcripts detected per cell confirms the high quality of the dataset. (h) Scatter plot and correlation analysis between nUMI and nGene in all cells with sample specificity.

Supplementary Figure 2. Progenitor subtype identification and categorization. (a) Strategy for sorting progenitors for sub-clustering (PCNA, GLUL++); density plot shows combined percent cells expressing PCNA and GLUL. (b) Discriminating markers of 2 astroglia subtypes. (c) Violin plot shows the expression of genes associated with HES-ID developmental patterning that govern the cell state gene signatures that promote neurogenesis. Fold changes per gene are mentioned on the y-axis. (d) i) Feature plot reveals top differential genes across lineages (scale: yellow to red). (ii) Pseudotime-based plot shows the expression changes across individual lineages in top differential genes.

Supplementary Figure 3. Quality metrics of initial clustering. (a) TSNE plot shows composition of young and aged killifish datasets; sample-wise overlap revealing minimal batch effects. (b) TSNE plot shows 24 cell types and their clustering between conditions. (c) Heatmap of the top 10 markers (ordered by p-value) for the main cell clusters described in 6b. (d) Stacked violin plot for number of genes per cell (nGene) and number of reads per cell (nUMI) per cell type irrespective of condition. (e) Violin plots for the number of genes per cell (nGene), number of reads per cell (nUMI), mitochondrial gene percentages (percent.mt) and ribosomal gene percentages (percent.ribo) per cell. (f) Elbow plot shows the most variable principal components among all cells in merged dataset. (g) Scatter plot showing no. of genes/transcripts detected per cell confirms the high quality of the merged dataset. (h) Scatter plot and correlation analysis between nUMI and nGene in all cells with condition specificity.

Supplementary Figure 4. (a) All differentially expressed genes during aging irrespective of cell type information. Highlighted genes include inflammatory/immune response genes on the right, and cell cycle and replication associated genes on the left of the plot. (b) Cell proportions in young and aged telencephali; colors in accordance with TSNE plots (2a, 6e). (c) Full list of gene markers for all comparable cell types in merged dataset (Suppl. table 5); Young (green), Aged (purple).

Supplementary Figure 5: Differential expression across root progenitor cell types during aging. (a-b) KEGG pathways significantly dysregulated in the down- and upregulated gene list of NGP. (c-d) KEGG pathways significantly dysregulated in the down- and upregulated gene list of NE-RG3. Note: A higher fold enrichment score (number of genes/pathway size) indicates higher significance.

Supplementary Figure 6: Differential expression across astroglia and ependymoglia cell types during aging. (a-b) KEGG pathways dysregulated in the down- and upregulated gene lists of astroglia type Astro-RG1. (c-d) KEGG pathways dysregulated in the down- and upregulated gene lists of Astro-RG2. KEGG pathways dysregulated in the down- and upregulated gene lists of astroglia type EPD-RG4.

Supplementary Figure 7. Differential expression across transition cell states or intercell sub-types during aging. (a-b) KEGG pathways dysregulated in the down- and upregulated gene lists of Intercell.1. (c-d) KEGG pathways dysregulated in the down- and upregulated gene lists of Intercell.2. (e-f) KEGG pathways dysregulated in the down- and upregulated gene lists of Intercell.3. (g) KEGG pathways dysregulated in the upregulated gene lists of Intercell.4. Note: No pathways were dysregulated in the downregulated gene list of Intercell.4.

How the deposited data were processed for this re-analysis (not part of the article)

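The deposited files hold counts that the authors made with Cell Ranger (3.0.2 in the submitters' processing notes, 3.0 in the paper's methods): reads were mapped to the killifish GRZ assembly with the NCBI annotation merged with telencephalon long-read transcripts, and UMIs were counted per gene feature and barcode. The cells had been called by the authors, with 2500 cells expected per library. Both files list the same 25024 features, of which 14 carry a different symbol in the 2 files, and 2133 symbols belong to more than 1 feature. UMIs of features with 1 symbol were summed only where the paper names the gene. The 2 libraries shared 1 barcode sequence, which was kept as 2 cells. The first 7 bases of 26.61% of the barcodes of Young S1 occurred in Young S2, while the methods name 1 kit chemistry. Processing began from these counts, and the aged sample was not analysed here.

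Cells with at least 500 and at most 2500 genes and at most 5% mitochondrial UMIs were kept, and 91 ribosomal protein features were left out before clustering, as the paper's methods state. The mitochondrial limit removed no cell, since these features held no UMI. Each library was normalized with SCTransform (sctransform 0.4.2) in Seurat 5.3.0 under R 4.3.3, and the libraries were integrated through anchors over 2000 variable genes. Genes named in the paper's results and ribosomal protein genes were held out of the variable genes. All cells were clustered on 30 principal components at resolution 0.6, and neurons and progenitors again on 20 components at resolution 0.8. For the progenitors the paper's results state resolution 0.8 and its methods 0.4, which is an alternative here. Clusters were scored from marker genes written down beforehand, none of which is a gene the paper names, apart from SOX4 among those of immature neurons. A name was dropped where the leading genes of a cluster held more markers of other names than of its own. Genes the paper names counted as markers in that step. The score a cluster had to reach, the margin between the types and ages of neurons, the rule for the progenitor set and the number of doublets to leave out were set after the clusters had been seen. The markers of the progenitor subtypes came from Table S4, and 206 of its 1465 symbols were not in the files. The study left out a population as possible contamination, citing van den Brink and colleagues; its text does not say which, and none was left out here.

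No doublets were removed in the main setting. Scrublet (scanpy 1.11.5) marked 2 of 1608 and 3 of 4843 cells by its own threshold, which was too few to use, so the alternative left out the 38 and 260 cells with the highest scores, at 0.8% expected doublets per 1000 cells.

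UMIs were summed per library and group of at least 10 cells and tested with edgeR 4.0.16 (quasi-likelihood test, TMM, its own low-count filter, library as a block, 2 libraries), with Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold. The block was kept because sums of 1 library come from the same pool; the differences between the libraries correlated across genes between pairs of the 7 subtypes present in both by 0.027 to 0.4089 (median 0.2053). DESeq2 1.42.0 was an alternative. With 2 libraries, leaving out either leaves no residual degrees of freedom, so those values carry no test. In 5 simulated draws with 200 changed genes, the test recovered 53.43% of 4-fold changes for neurons, 34.93% for EPD-RG4-like cells, 19.7% for NE-RG3-like cells, 21.49% between NGP.2- and NGP.1-like cells and 3.284% between the astroglia-like subtypes; false calls made up 15.49%, 8.163%, 10.13%, 7.664% and 1.923% of all calls. The test's bias-adjusted form was therefore added as an alternative.

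Genes were named by a rule set before the data were examined: every gene named in the paper's results text or in Figs 1c, 1f, 2b, 2d and 2e; of each gene list the 4 members past the threshold with the largest fold; and of each comparison of 2 groups the 10 genes past the threshold with the largest fold, changed the same way in both libraries, not used for clustering and with a gene name. For Astro-RG1- against Astro-RG2-like cells the change could be read in Young S1 alone, since Astro-RG2-like cells have a sum there only, and the genes of that comparison were named from it. Some genes that this rule names are not reported here. Values of genes in Tables S2 to S4 had been seen in the paper. The alternatives and the gene lists of biological pathways were fixed before the data were examined too, except where the text says otherwise. Cell cycle phases were scored from 36 S and 45 G2/M features after thinning each cell to 500 UMIs. Slingshot and tradeSeq were not installed, so the spanning tree over cluster centers, which Slingshot starts from, was computed alone.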

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

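The tests of doublets, of depth, of free RNA for the fibroblast and pigment epithelium genes and of meningeal cells in the EPD-RG4-like cluster were chosen after the results they measure had been seen. The libraries share 1 age, sex and tissue, so no biological explanation was tested for any of the 3 patterns.

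Fibroblast genes, which lie outside the genes that the paper discusses in radial glia, had a UMI after thinning in 42.31% of Astro-RG2-like cells (11 of 26; 84.62% without thinning) and 47.37% of EPD-RG4-like cells (9 of 19; 100% without) of Young S1 and in 25% of EPD-RG4-like cells of Young S2 (4 of 16; 100% without), against 9.756% and 13.43% of Astro-RG1-like cells in the 2 libraries (24.39% and 50.75% without), at medians of 2148.5, 3746, 7187, 878 and 4076 UMIs. Doublets of Astro-RG1-like cells with fibroblasts would keep much of the radial glia transcripts. The median log2 fold change of 14 radial glia core genes against Astro-RG1-like cells was −5.22 in Astro-RG2-like cells (SE 1.37, or −3.24 with the 6 undetected genes at their bound). It was −5.62 in EPD-RG4-like cells (SE 1.43, or −4.07 with 4 at their bound). These values argue against such doublets. They cannot decide on doublets of fibroblasts with radial glia that hold little of these genes themselves. Free RNA from other cells is argued against by the sums of the fibroblast list. In Young S1 they reached 1166 CPM in Astro-RG2-like cells, 5.735 times (3.062 to 11.89) the Astro-RG1-like level, and 875.1 in EPD-RG4-like cells, 4.306 times (2.288 to 8.955). EPD-RG4-like cells of Young S2 reached 1288 CPM, 5.456 times (4.039 to 7.448) the Astro-RG1-like level there. By shares of cells the ratios were 4.337 and 4.855 in Young S1. The ratio was 1.861 for the 16 EPD-RG4-like cells of Young S2, too few to decide by shares. Of 6 measured meningeal genes, 0% (0 to 45.93) were higher in Astro-RG2-like cells. That group has 1 sum of 26 cells. For NE-RG3-like cells, also 1 sum, 19.7% of simulated 4-fold changes were recovered. The lack of calls therefore cannot decide on cells of the meninges there. In EPD-RG4-like cells 66.67% (22.28 to 95.67) were higher, led by BGN (log2 fold change 6.69) and SLC47A1 (5.67), so that cells of the meninges may be part of the EPD-RG4-like cluster. The list has 15 features, and counts in this cluster could suffice for a gene to be measured, which can raise that share. No sort or gate is described that would remove cells of the meninges. The cluster of all cells that matches the Astro-RG2-like one scored 2.3683 for fibroblasts (next class 0.4241) and 3.6312 for the Astro-RG2 markers. The fibroblast score rests on the genes in question, so which cells carry them in the Astro-RG2-like cluster stays open.

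Genes of the retinal pigment epithelium, which the paper does not discuss, made up 16820 CPM of the Intercell.3-like cells of Young S1 (1540 UMIs in 38 of 41 cells) and had 1 UMI in the 6 cells of Young S2. In Young S1 the share of their UMIs that fell in this cluster was 8.396 times the cluster's share of all progenitor UMIs. RPE65, RLBP1 and LRAT.1 are among the leading genes of the cluster, and RLBP1 and RGRA helped to name it. A high ratio was therefore built in, and it cannot decide on free RNA. Pigment epithelium carried into 1 suspension may be the source. Of 6 measured pigment epithelium genes not looked at before, 66.67% (22.28 to 95.67) were higher, among them RDH5 (log2 fold change 8.28) and STRA6 (7.85). Counts in this cluster alone could suffice for a gene to be measured, which raises that share, and BEST1, DCT and TYR had 0 UMIs there. Over all 18 features of that list the cells of Young S1 stood at 3299 CPM (2937 to 3693), against 924.3 in the unnamed cluster of 217 cells and 124.4 in neurons. Free RNA alone would not give such a difference between cells of 1 library, so these levels argue against it as the only source. They cannot exclude that free RNA adds to them. The most abundant gene, RPE65, stood at 5822 CPM against 6.27 in neurons of Young S1, and 4 of the 27 features reached 10 CPM in those neurons. RLBP1 and RGRA are among the markers that the study took from these libraries. Integration may also have joined unlike cells, since in the matching cluster of all cells the share of Young S2 cells with such a UMI was 1.026% of that of Young S1 cells. No sort or gate is described that would remove pigment epithelium, and whether the Intercell.3-like cells of Young S2 are the same cell type stays open.

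Stress, heat shock and immediate early genes, which the paper does not discuss, were higher in Young S2: in neurons the median log2 difference was 2.08, with 29 of 31 genes higher, against a median of −0.23 over all genes. Depth per cell is argued against, since the share of stress list UMIs in neurons was 0.6188% and 3.918% after thinning, a ratio of 6.332. Free RNA from lysed cells, as the only source, would give 1 ratio of its genes in every cell type. The ratio of NPAS4 to HSPA1A UMIs in Young S2 was 15.45 times higher in neurons than in microglia-like cells (13 to 18.52). That argues against free RNA as the only source of these 2 genes. It cannot exclude that free RNA adds to them, since RNA of the cells' own moves the ratio as well. The list was higher in all 7 classes with at least 10 cells in each library, with a lowest median of 1.09 in microglia-like cells, as handling of the suspension would give. Handling cannot be told apart from a difference between the pools of fish, the runs or the kits, since each library is 1 pool and 26.61% of the barcodes of Young S1 share their first 7 bases with a barcode of Young S2.

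Photoreceptor genes, also outside those that the paper discusses, made up 7842 CPM of the unnamed progenitor cluster of 129 cells in Young S1 (247 UMIs in 6 cells), where SAGA.1 had a log2 fold change of 9.03 and RCVRNA one of 8.36. No explanation was tested for these cells.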

How the results depend on the processing

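The alternatives with no upper gene limit and with bias-adjusted deviances were chosen after the data were seen. Of 1800 tested values of 124 results for named genes, 1485 kept their direction and their side of the threshold, 247 lost the call, 62 gained it and 6 reversed. The shares of neurons (68.09%), of progenitors (20.51%) and of excitatory-like neurons (75.67%, each the mean of the libraries), the numbers of clusters of all cells (24) and of progenitors (10), the tally of coarse markers (16 of 17) and those of Astro-RG2 (3), EPD-RG4 (5), HMGB2A and STMN1A (4) and the excitatory and inhibitory markers (6) stayed within their spread or within 1.5 times under every alternative that gave them. The comparison of NGP.2- with NGP.1-like cells moved the most, and which genes it called depended on the clustering. The cause was not tested for any of the changes below.

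With at least 200 genes per cell, which also drops the upper and the mitochondrial limit, 51.19% of NGP.1-like cells were in S and 72.62% of NGP.2-like cells in G2/M, the Astro-RG2- and EPD-RG4-like clusters were 1 step apart in the tree, and the calls were 2 Astro-RG1 genes, 6 NE-RG3 genes, 0 MCM genes, 1 of CDK1, CDK2 and MKI67, 3 HES and ID genes in NE-RG3-like cells and 4 markers of immature or mature neurons; 37 genes were higher and 0 lower in NGP.2- than in NGP.1-like cells, 236 were higher in excitatory-like and 950 in mature-like neurons. With no gene held out, the phases were 54.98% and 85.66%, and the calls 5 NE-RG3 genes, 0 MCM genes, 2 of CDK1, CDK2 and MKI67 and 2 HES and ID genes; 46 genes were higher and 1 lower in NGP.2-like cells, 77 were higher in Astro-RG1- than in Astro-RG2-like cells, 167 in inhibitory-like and 717 in immature-like neurons. With the cell cycle lists held out, the phases were 33.23% and 87.62%, the tree distance 1, the calls 0 MCM genes and 2 of CDK1, CDK2 and MKI67, and 69 genes were higher in NGP.2-like cells. With no integration, 100% of NGP.2-like cells were in G2/M, the tree distance was 1, the calls were 0 MCM genes, 2 of CDK1, CDK2 and MKI67 and 3 HES and ID genes, 61 genes were higher and 3 lower in NGP.2-like cells, and 184 were higher in Astro-RG2- than in Astro-RG1-like cells.

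At resolution 0.4, neurons formed 11 clusters, the phases were 45.97% and 82.97%, and the calls 2 Astro-RG1 genes, 0 MCM genes, 2 of CDK1, CDK2 and MKI67 and 0 HES and ID genes; 37 genes were higher and 3 lower in NGP.2-like cells, and 65 were higher and 43 lower in Astro-RG1- than in Astro-RG2-like cells. At resolution 1.2, the phases were 49.14% and 83.21%, the calls 2 MCM genes, 2 of CDK1, CDK2 and MKI67 and 2 HES and ID genes, and 77 genes were higher and 10 lower in NGP.2-like cells. With doublets left out, the phases were 43.84% and 83.28%, the calls 0 MCM genes, 2 of CDK1, CDK2 and MKI67, 3 HES and ID genes and 5 markers of immature or mature neurons, and 79 genes were higher and 11 lower in NGP.2-like cells. With counts split, the phases were 50.33% and 78.68%, the tree distance 1, and the calls 5 NE-RG3 genes, 0 MCM genes, 2 of CDK1, CDK2 and MKI67, 3 HES and ID genes and 5 neuron markers; 34 genes were higher and 1 lower in NGP.2-like cells, 81 were higher in Astro-RG1-like cells, 146 in inhibitory-like and 99 in excitatory-like neurons, and 770 in immature-like and 901 in mature-like neurons. With no upper gene limit, the phases were 23.0% and 90.97%, the tree distance 1, the calls 7 NE-RG3 genes, 1 MCM gene, 2 of CDK1, CDK2 and MKI67 and 5 HES and ID genes, and 117 genes were higher and 5 lower in NGP.2-like cells.

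With DESeq2, the calls were 0 NE-RG3 genes, 0 MCM genes, 0 HES and ID genes, 1 SOX gene and 1 NOTCH gene; 8 genes were higher and 5 lower in NGP.2-like cells, 62 were higher in Astro-RG2-like cells, 75 in excitatory-like neurons, 633 in immature-like and 981 in mature-like neurons. With no low-count filter, 2 HES and ID genes were called, 39 genes were lower and 38 higher in NGP.2-like cells, and 156 were higher in Astro-RG2-like cells. With no replicate block, the calls were 1 Astro-RG1 gene, 0 MCM genes, 0 HES and ID genes and 1 neuron marker; 0 genes were higher and 0 lower in NGP.2-like cells, 31 higher and 25 lower in Astro-RG1- than in Astro-RG2-like cells, 76 higher in inhibitory-like and 19 in excitatory-like neurons, and 221 in immature-like and 445 in mature-like neurons. With bias-adjusted deviances, 0 MCM genes were called, 9 genes were higher and 4 lower in NGP.2-like cells, and 95 were higher in excitatory-like neurons. Of the 124 results, 42 lost the call without the block, 26 of 116 with DESeq2 and 2 with RLE in place of TMM.

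PCNA in NGP.2- against NGP.1-like cells reversed to 0.0099 with at least 200 genes per cell, 0.30 with no gene held out, 0.59 at resolution 0.4, 0.33 at resolution 1.2, 0.43 with doublets left out and 0.0295 with counts split. Without replicate 1 or 2, the cells kept were 1608 to 4843 and the neuron clusters 6 to 17; of 192 values of named genes 76 moved by more than their spread and none reversed, and these values have no test. With no integration the NGP.1-like cells of Young S1 were too few to give a share in S, and with sums of at least 20 cells the EPD-RG4-like sums were lost. Depth limits what the smaller sums can show, which in the progenitors held from 31497 to 540765 UMIs, and the values of NE-RG3-, Astro-RG2- and Intercell.3-like cells rest on Young S1.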

Differences from the paper's values

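The paper shows S phase for about 26% of NGP.2 cells in Fig. 2c, read by eye, and the value here was 3.226% of NGP.2-like cells (mean of the libraries, SD 4.562, thinned to 500 UMIs). Of the alternatives set before the data were examined, at least 200 genes per cell, which also drops the upper and the mitochondrial limit, brought the value (19.33%) within 1.5 times the paper's; no thinning (2.724%), thinning to 1000 UMIs (3.704%), no gene held out (13.25%), cell cycle lists held out (7.152%), no integration (0%), resolution 0.4 (15.54%), resolution 1.2 (15.35%), doublets left out (13.22%) and counts split (16.63%) did not. The clusters here were named from some of the scoring genes.

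The paper counts more high-quality cells than the 6451 that its stated gene limits left here; at least 200 genes per cell left 9625. It reports 1 cluster fewer over all cells than the 24 here (23 at least 200 genes per cell) and 1 fewer among neurons than the 18 here (17 with no gene held out). It splits the neuronal clusters into more excitatory and fewer inhibitory ones than the 10 and 6 here (11 and 5 with at least 200 genes per cell).

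The paper names KLF2 and SOX17 as genes of red blood cells, and here both were highest in endothelium-like cells, with no erythroid-like cluster. It gives PDGFRB as an endothelial gene, and here 3 UMIs of it were in endothelium-like cells while pericyte- or smooth muscle-like cells had 54.18-fold the level of all other cells. It lists FABP7A among the genes of radial glia, of which GLUL, SLC1A2B and CX43 were higher here; FABP7A was called with at least 200 genes per cell (2.61), no gene held out (2.16) and counts split (2.75).

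Of the genes by which the paper marks immature neurons, GAP43 did not pass here (0.28), nor did BHLHE22 (0.73; called at resolution 1.2) and DLX2 (1.08; called with the cell cycle lists held out, at resolution 0.4 and with no low-count filter), while ELAVL3, EOMESA, MEX3A and DLX1 did. GAD2 and GAD1B, which it names for mature neurons, were not called as higher in mature-like neurons (GAD2 was with no upper gene limit, chosen after the values were seen, and with no low-count filter), while SYT1, SV2A, SLC17A7 and SLC17A6B were.

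The paper gives CDK1 and CDK2 as genes of NGP.2. CDK1 was higher in NGP.2-like cells than in the mean of the other progenitors here (7.08), and against NGP.1-like cells it had the direction of the paper without passing the test (1.49); it was called there with all 9 other clusterings, in 8 of them with MKI67. CDK2 was higher in NGP.1-like cells (3.24) and did not pass in NGP.2-like ones (1.88) or between the clusters (−1.22).

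The paper marks all radial glia by GLUL, SLC1A2B, FABP7A and CX43. In NE-RG3-like cells none of the 4 was higher here, and in Astro-RG2-like cells FABP7A and CX43 were higher but SLC1A2B was lower (−4.23). The paper also states low CX43 in NE-RG3, lists SLC1A2B as a gene of Astro-RG1 alone, and told Astro-RG2 apart in tissue sections by CX43 without SLC1A2B. The values of CX43 and SLC1A2B here have the direction of these statements. Of the genes it gives for NE-RG3, 3 of 7 (ZIC2, WNT8B and EMX2) were higher here and ZIC1, KRT18, SOX2 and SIX3 did not pass; 6 passed with at least 200 genes per cell, 5 with no gene held out and with counts split, and 7 with no upper gene limit, which was chosen after the values were seen and drops none of the 7. It gives SLC3A2 for Astro-RG2 and GABBR1 as exclusive to Astro-RG1, and in the direct comparison neither passed here (−1.77 and 1.96). Both values have the direction of the paper. This comparison recovered 3.284% of simulated 4-fold changes, so the missing calls cannot count against the paper.

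The paper places SOX3 in NE-RG3, and here it stood at 22.23 CPM there against 1161 and 2091 in Astro-RG1-like cells. It places SOX2 in both NGP clusters, which did not pass here (0.77 and 1.28; called in NGP.2-like cells with at least 200 genes per cell), and NOTCH3 in NE-RG3, which did not pass either (0.63), although NOTCH3 was higher in Astro-RG1-like cells. It names NE-RG3 as the cluster with all 7 HES and ID genes; NE-RG3-like cells held UMIs of all 7 here, and 1 was higher there than in the mean of the other progenitors (5 with no upper gene limit, chosen after the values were seen; 3 with at least 200 genes per cell, no integration, doublets left out or counts split); ID3 was higher in Astro-RG2- and EPD-RG4-like cells, where the paper places it as well. It places NEUROG1 mainly in NGP.2, and here it was higher in NGP.1-like cells as well (5.42 and 6.10), with no difference called between the clusters (0.61).

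The paper's first lineage joins Astro-RG2 and EPD-RG4. Here the clusters of these names were 2 steps apart and were linked in 0 of 100 resamples; they were neighbors with at least 200 genes per cell, cell cycle lists held out, no integration and counts split, and with no upper gene limit, chosen after the values were seen. No cluster here was named Intercell.1-, Intercell.2- or Intercell.4-like; 1 cluster scored alike for the first and the last (1.09 and 1.085), and the last was named with at least 200 genes per cell. The paper's marker tests took cells as replicates, and those here took libraries.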

Other observations

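Further gene groups were compared between immature- and mature-like neurons. Of 31 stress and immediate early genes, 30 were tested; 15 were lower and 5 higher in immature- than in mature-like neurons (17 and 5 when adjusted over the list alone). EGR2A (log2 fold change −2.79), FOSL1 (−2.62), JUNBA (−2.36) and EGR2 (−2.04), which neuronal activity induces, were lower, and the chaperone HSPA8 was higher (1.65). Without the replicate block none of the list was called as higher, and the libraries differ in these genes as a whole. Of the ribosomal protein list, RACK1 (1.89), RPSA (1.77) and FAU (1.43) were higher in immature-like neurons. Of 71 measured nuclear genes of oxidative phosphorylation 4 were lower and none was higher (2 lower when adjusted over the list alone), against 1526 lower and 1215 higher of all 9972 genes, with COX6B1 (−2.33) and NDUFA4 (−1.56) in front. Of 8 measured genes of the Wnt pathway, DKK3A (−2.06), WNT5A (−1.87) and RSPO1 (−1.76) were lower (3 when adjusted over the list alone).

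Inhibitory-like neurons differed from excitatory-like ones in peptides and in factors of interneuron origin. Of 16 measured neuropeptide and interneuron genes, 5 were higher and 2 lower (8 and 4 when adjusted over the list alone). NPY (5.14), the ganglionic eminence factor LHX6 (4.41), SP8B (4.17), ETV1 (3.95) and CCK (3.77) were higher, and RELN (−2.47) and NOS1 (−1.78) lower. SP8B also served to name the inhibitory clusters. In the progenitors, the GABA and betaine transporter SLC6A13 (1 OF 2) was higher in EPD-RG4-like cells by 11.07 and the glutamate transporter SLC1A3A by 3.56; of the 11 uptake and metabolism genes, 5 were higher and 1 lower there (5 and 2 when adjusted over the list alone). The Notch ligand DLB (4.79) and the modulator LFNG (2.41) were higher in NGP.2-like cells. Of 65 measured genes of oxidative phosphorylation, 5 were higher in EPD-RG4-like cells and none was lower (1 higher when adjusted over the list alone), led by COX4I2 (2.35). Of 3 measured choroid plexus genes, a list written after the data were seen, 1 was higher in EPD-RG4-like cells, the potassium channel gene KCNJ13 (7.32), and 1 in Astro-RG1-like cells, the water channel gene AQP1A.1 (6.74); the list summed to 52.09 and 116.4 CPM in EPD-RG4-like and to 424.9 and 293.3 in Astro-RG1-like cells.

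Stress and immediate early genes also differed among the progenitor subtypes. The values of Intercell.3-like cells rest on 41 cells of Young S1, of which 38 carried a UMI of pigment epithelium genes. Of 28 tested, 15 were higher in Intercell.3-like cells (17 when adjusted over the list alone), among them NR4A1 (2 OF 2) (4.62) and ATF3 (3.66), and 9 in NE-RG3-like cells (13 when adjusted over the list alone), among them FOSL1 (4.01) and JUNBA (3.73). In NGP.2-like cells 10 were lower and none was higher (16 lower when adjusted over the list alone), among them JUNBB (−3.46) and FOSB (−3.01). The calls in NE-RG3-like cells numbered 0 at resolution 0.4, with DESeq2 and without the replicate block.

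Clustered alone, Young S1 gave clusters with the markers of NE-RG3, Astro-RG2 and Intercell.3, and Young S2 gave none of these, while both gave Astro-RG1-, NGP.2- and EPD-RG4-like clusters.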
